# Distinct spatial organization governs oral mucosal immunity

**DOI:** 10.1038/s41590-025-02398-y

**Published:** 2026-02-09

**Authors:** Vasileios I. Theofilou, David Fraser, Eleni Kanasi, Laurie Brenchley, Teresa Greenwell-Wild, Emmanuel E. Adade, Alex M. Valm, Iyadh Douagi, Yasmine Belkaid, Duy T. Tran, Drake W. Williams, Niki M. Moutsopoulos

**Keywords:** Mucosal immunology, Inflammatory diseases

## Abstract

Immune responsiveness at barrier surfaces is tailored to the exposures of each tissue. In the oral mucosa, mechanisms by which a permeable epithelium coexists with diverse microbiota and maintains integrity during inflammatory pathology remain poorly understood. We compile a multiomics spatial map of this exposed mucosal microenvironment and uncover remarkable immune zonation with organization that is preserved even during inflammatory disease. At the tooth interface, we identify a dynamic epithelium underlined by a layer of neutrophils and a zone of antigen-presenting cell–lymphocyte aggregates. During disease, inflammatory zones expand and organize into immature tertiary lymphoid structures, suggesting local antibody production. Location-specific transcriptomes support a role for the stromal compartment in the spatial organization of immunity. This preserved immune zonation meets the demands for continuous protection of this vulnerable interface and suggests unique tissue-specific wiring of immunity at the human oral mucosal barrier.

## Abstract (web summary)

Moutsopoulos, Williams and colleagues show oral mucosal barrier tissues exhibit dynamic zonal immune cell environments, including tonic inflammatory features in healthy individuals and development of tertiary lymphoid structures with the potential to support local antibody production in periodontitis.

## Main

Barrier sites, such as the skin, gastrointestinal tract and respiratory tract, are constantly exposed to the outside environment. Their role is to both provide physical separation from the outside world and integrate complex environmental signals, offering surveillance and protection from external insults, while ignoring or actively tolerating innocuous antigens and commensals^1,2^. In recent years there has been increased interest in understanding the intricacies of tissue-specific immunity at barrier sites in both health and disease, particularly through the use of experimental models^2,3^; however, human barrier immunity is highly complex and remains incompletely understood.

A major question of interest is how the most exposed and vulnerable sites within barrier tissues develop sophisticated and dynamic immunological networks to maintain balance with the environment. For instance, in the skin, areas with high external exposure, such as hair follicles, develop local immunological hubs that mediate active immunoregulation^4^. Similarly, in the small intestine, where the epithelium is particularly thin, complex intra- and subepithelial immunological networks, including subepithelial lymphoid structures (Peyer’s patches), orchestrate regional immunity^5^.

In this regard, the oral mucosa is a particularly exposed barrier surface. It is a site of first encounters for the host, as food, commensals and airborne elements enter the human body through this portal. Unlike the skin, most of the oral mucosal surface has minimal keratinization and lacks submucosal lymphoid tissues, despite harboring rich and diverse commensal microbial communities^6^. Yet, infection of the oral mucosa is rare in immunocompetent individuals and wound healing is optimal with lack of scarring or infection^7^. Understanding how the local immune system maintains homeostasis in health and controls widespread systemic microbial translocation and infection, is a key question in human physiology with relevance across barrier tissues.

Dissecting the balance between environment and host is particularly relevant at the most vulnerable site of the oral mucosa, the tooth-associated epithelium (TAE)^6^. The TAE (encompassing the junctional and sulcular epithelia) is thin, nonkeratinized and highly permeable. It is located adjacent to the tooth-associated microbiome and is subject to constant mechanical damage from chewing and hygiene^8^. Despite this constant mechanical and microbial insult, the oral barrier maintains a state of homeostasis. This resilience persists even in periodontitis, a common human disease where the local microbial biomass becomes tremendously increased and dysbiotic^9–11^ and the barrier epithelium undergoes constant cycles of damage and repair. However, both tissue-invasive infection and systemic overt bacteremia rarely occur despite transient systemic translocation of periodontal microbiota^12^. Furthermore, signs of defective wound healing or scarring are very uncommon in this environment, despite constant triggering^7^. This suggests a unique wiring of the local immune response toward protection from invasive infection, while conditioned for optimal wound healing.

To gain insights into this unique human barrier, we applied an integrated multiomics approach, expanding upon previous single-cell sequencing studies^13,14^ by adding spatial context at cellular resolution in health and disease. Our approach uncovers a previously unappreciated inflammatory cell organization, reveals location-specific functionality of the epithelial and stromal compartments in orchestrating local immunity, and opens new avenues toward understanding human mucosal inflammatory disease.

## Results

### Integrated multiomics atlas of human gingiva

Oral (gingival) biopsies were acquired from systemically healthy individuals categorized as having either pristine oral health or untreated periodontitis. Tissues were processed for spatial proteomics (SP) using iterative bleaching extends multiplexity (IBEX; Methods) with an 18-parameter antibody panel optimized for oral tissues, and for spatial transcriptomics (ST) using Xenium with a 450-plex panel, including custom probes chosen based on previous single-cell sequencing data^13^. Additional tissues of periodontitis patients were dissociated for single-cell approaches, including CITE-seq^15^ and spectral flow cytometry (Fig. 1a).

**Fig. 1:**
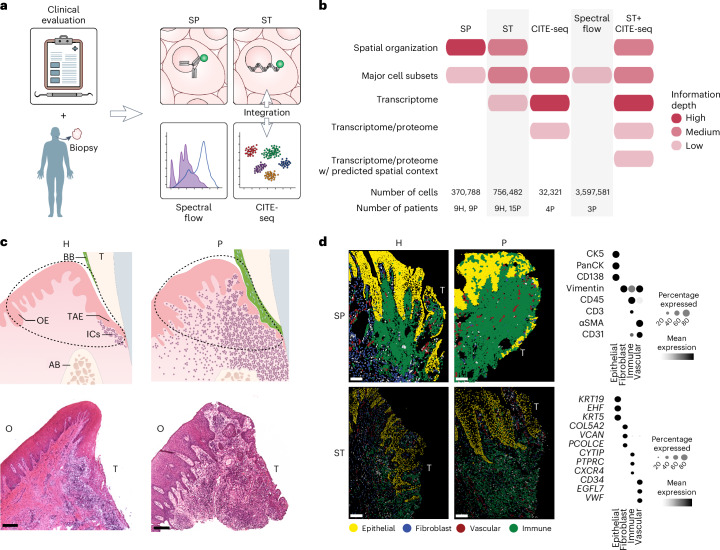
An integrated multiomics atlas of the gingival mucosal barrier in health and periodontitis. **a**, Biopsies of oral mucosa (gingiva) were obtained from systemically healthy volunteers with oral health (H) or periodontitis (P) and processed for spatial and single-cell profiling assays. **b**, Summary of key strengths of each approach, number of analyzed cells and individuals included. **c**, Schematic representation of gingival tissue histology and adjacent structures in health and periodontitis (top). Dotted lines depict representative areas of acquired biopsies. T, tooth; BB, bacterial biofilm; IC, immune cell; AB, alveolar bone. Hematoxylin and eosin (H&E)-stained healthy and periodontitis tissue sections oriented appropriately to resolve the histologic landmarks of interest (bottom). Scale bars, 200 μm. Photomicrographs reflect histologic patterns that were present across all samples (H, *n* = 11; P, *n* = 17 individuals). Panels **a** and **c** created by Ethan Tyler, NIH Medical Arts Branch. **d**, SP and ST segmentation masks of cell borders (SP) and nuclei (ST) colored based on the major cluster annotation (left). Scale bars, 100 μm. Dot plots of major cell population-defining proteins (top) and transcripts (bottom) (right). Expression values are normalized and scaled means. Source data

Collectively, this newly acquired dataset included over 1 million cells with spatial context, approximately 32,000 cells with paired surface protein and transcriptome data, and over 3.5 million CD45^+^ events from spectral flow cytometry originating from 28 human participants (11 oral health and 17 periodontitis; Fig. 1b and Supplementary Table 1).

Each biopsy was oriented to capture both the external oral epithelium (OE) and internal TAE (Fig. 1c,d). The OE displayed general features of a multilayered squamous epithelium that typically lines the oral mucosa. The TAE was thinner and lacked the typical architectural features of the OE such as keratinization and stratification, but displayed increased spongiosis (edema), indicating fewer inter-epithelial junctions. Notably, a noticeable inflammatory infiltrate was evident in the subepithelial region adjacent to the TAE, even in the setting of clinically diagnosed oral health, suggesting that active homeostatic inflammation is a defining feature of this barrier. In periodontitis, substantial expansion of the inflammatory cell component was documented which extended to distal areas of the subepithelial connective tissue, consistent with the inflammatory nature of the disease (Fig. 1c).

Of note, both spatial proteomic and transcriptomic approaches reliably captured the major cellular compartments of the gingiva (epithelial, fibroblast, endothelial and immune) based on established cell-defining markers (Fig. 1d and Extended Data Fig. 1a,b). Both modalities identified consistent separation between oral health and periodontitis and confirmed known cellular shifts in periodontitis, such as an increase in immune cell numbers at the expense of fibroblasts^13,16^ (Extended Data Fig. 1c–h). Collectively, this dataset provided an anatomically oriented cellular atlas of the human gingiva across several high-throughput modalities in health and inflammatory disease.

### Spatial proteomics and transcriptomics maps cellular distribution

Spatial proteomics and spatial transcriptomics were employed in parallel to define cellular compartments and their distribution within healthy and diseased gingiva (Fig. 2 and Extended Data Figs. 2 and 3). IBEX immunostaining enabled identification of major cell subsets within the epithelial, stromal and immune compartments. The OE separated into discrete layers, including basal-parabasal, spinous and keratin based on differential expression of specific markers, including Ki67, CD138 and S100A8/9. The TAE was clearly distinguished from the OE by expression of keratin 19 (CK19) across all layers (Fig. 2a,b). Stromal subpopulations were defined using a combination of classic markers (vimentin, CD31, αSMA and Thy1). Major immune cell subsets were identified based on cell-defining markers and found within the epithelium and subepithelial regions (Fig. 2a,b). HLA-DR^+^ cells were present in the OE and in the subepithelial connective tissue and were defined as B cells, non-B cell antigen-presenting cells (APCs) or as part of a mixed lymphoid population (lymphoid mix). MPO^+^ neutrophils were evident near and within the TAE, with their numbers particularly increased in periodontitis tissues (Extended Data Fig. 3a,b). T (CD3^+^, CD4^+^ or CD8^+^), B (CD20^+^) and APC cell clusters were observed in the subepithelial space in both health and disease. CD45^+^CD138^+^ plasma cell aggregates were evident in periodontitis (Fig. 2a,d and Extended Data Fig. 3a,b).

**Fig. 2:**
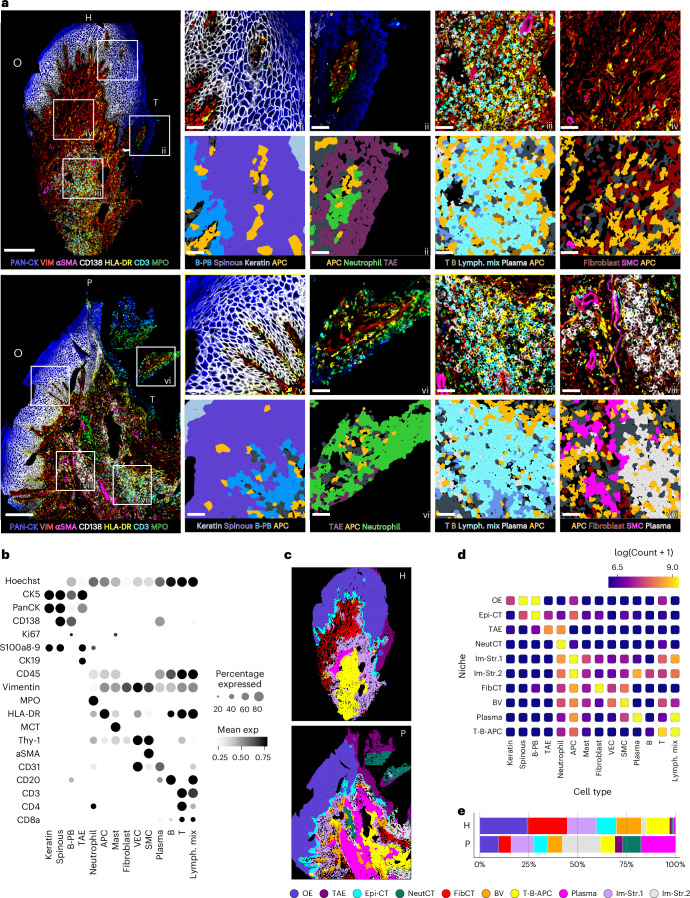
Spatial proteomics (IBEX) resolves major cell subsets in health and disease. **a**, Representative SP images of protein markers defining major cellular compartments in H and P. Insets: cell type annotations with representative immunostaining (top) and segmentation masks (bottom) at the regions of OE (i, v), TAE (ii, vi), subepithelial lymphoid aggregates (iii, vii) and deep connective tissue (iv, viii) in health and disease. Scale bars, 200 μm (large fields of view) and 40 μm (insets). B-PB, basal-parabasal; lymph., lymphoid; SMC, smooth muscle cell. Photomicrographs reflect spatial patterns that were present across all samples (H, *n* = 8, P, *n* = 8 individuals). **b**, Dot plot of protein marker expression across cell subpopulations. Expression values are normalized and scaled means. VEC, vascular endothelial cell; mean exp, mean expression. **c**, Tissue sections depicted in **a**, colored by niche annotation. **d**, Heatmap showing cell type distribution across SP-defined niches. Values represent log-transformed cell counts. Epi-CT, epithelium-connective tissue. **e**, Proportion plots of SP niches in H and P. Source data

Discrete tissue neighborhoods were defined using an unbiased niche analysis, reflecting particular cell constituents within specific tissue locations. TAE and OE were defined as distinct epithelial compartments. The stromal compartment consisted of a blood vessel (BV) niche, a fibroblast connective tissue (FibCT) niche and two immune-stromal cell niches containing diverse immune cells (Im-Str.1 and Im-Str.2). Within the subepithelial compartment, distinct immune cell niches included a neutrophil connective tissue niche (NeutCT) adjacent to the TAE, a T cell, B cell, antigen-presenting cell (T-B-APC) niche, and a plasma cell niche. The plasma niche as well as the Im-Str.2 containing plasma cells, were primarily observed in diseased tissues (Fig. 2c–e).

Spatial transcriptomic analysis confirmed IBEX major cell subsets, their localization and relevant abundance in health and disease (Extended Data Figs. 2 and 3), except for neutrophils, which were sparsely detected with Xenium. However, Xenium allowed for cell subset characterization at a more granular level (Extended Data Fig. 4). The anatomic layers of the OE clustered based on unique gene expression, whereas the TAE clustered separately and expressed signature odontogenic genes such as *ODAM* but lacked keratinization markers such as cornifelin (*CNFN*) (Extended Data Fig. 2a,b).

Major immune cell subsets identified in the subepithelial space included APCs expressing genes encoding *CD14* and *HLA-DRB5*, αβ T (*TRAC*^*+*^, either *CD4*^*+*^ or *CD8*^*+*^) and B cells (*BANK1*^*+*^ and *HLA-DRB5*). Periodontitis-enriched aggregates of plasma cells were defined by *PRDM1* and *MZB1* (Extended Data Fig. 2a,b). Stromal cells were also further detailed based on gene expression defining diverse fibroblast, myofibroblast, smooth muscle, vascular endothelial and lymphatic endothelial cell subsets (Extended Data Fig. 4c,d). Quantification of the spatial transcriptomics subpopulations confirmed a decrease in fibroblasts and increase in plasma cells in the context of periodontitis, consistent with spatial proteomics (Extended Data Fig. 3d).

Niche analysis of the spatial transcriptomics dataset identified epithelial and subepithelial niches consistent with the proteomic approach, albeit with a lack of a neutrophil-containing niches (Extended Data Fig. 2c–e). OE and TAE were resolved as distinct epithelial niches and immune cells were differentially distributed in discrete cell niches, including a T-B-APC niche present in both health and disease and a plasma cell niche and an Im-Str cell niche containing plasma cells primarily observed in periodontitis (Extended Data Fig. 2c–e). In sum, with complementary single-cell resolution approaches we define distinct tissue niche organization in health and disease at the human oral mucosal barrier.

### Neutrophil-dominated inflammation at the TAE

The unique histological characteristics and inflammatory infiltrate at the TAE niche compared to the OE prompted us to further characterize these distinct epithelial regions of the oral mucosa. Besides its multilayered stratification and keratinization, the OE expressed CD138, a protein involved in cell–cell adhesion between squamous epithelial cells, suggesting epithelial integrity (Fig. 3a). Within the OE, scattered immune cells were present, including intraepithelial CD3^+^ T cells (T.IE) and CD45^+^/HLA-DR^+^ cells presumed to be Langerhans cells (Fig. 3a and Extended Data Fig. 5a,b), in both health and disease.

**Fig. 3:**
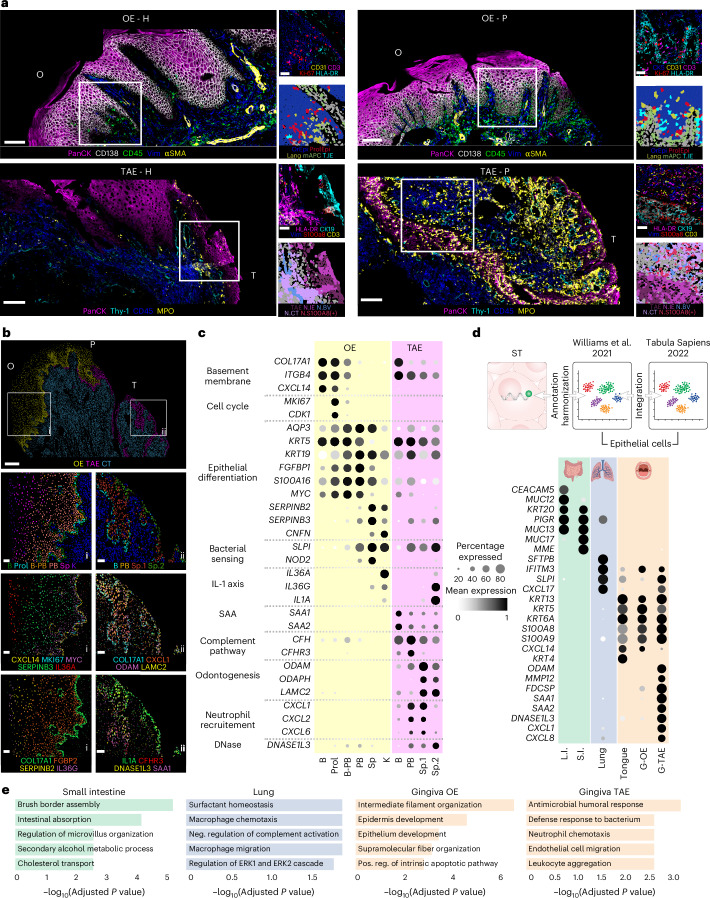
Distinct epithelial compartments within the human gingival barrier. **a**, Select SP marker expression at the OE and TAE in H and P. Insets: fine-level clusters at each site. ProlEpi, proliferating epithelial cells; Lang, Langerhans cells; T.IE, intraepithelial T cells. The neutrophil subsets are intraepithelial (N.IE), blood vessel-associated (N.BV), connective tissue (N.CT) and N.S100a8/9(+). Scale bars, 200 μm (large fields of view) and 40 μm (insets). Photomicrographs reflect spatial patterns that were present across all samples (H, *n* = 8; P, *n* = 8 individuals). **b**, ST nuclei masks of a representative periodontitis section colored by major histologic region. Insets within the OE (i) and TAE (ii) depict epithelial cluster annotations (first row) and select transcript localizations (middle and last row) within these barriers. Scale bars, 200 μm (large fields of view) and 40 μm (insets). **c**, Dot plot showing expression of transcripts associated with unique biological functions in OE and TAE. Expression values are normalized and scaled means. SAA, serum amyloid A; B, basal; Prol, proliferating; PB, parabasal; Sp, spinous; K, keratin. **d**, Dot plot of transcript expression across different epithelial barrier cell subsets following integration of the gingival reference single-cell RNA sequencing dataset^13^ with the Tabula Sapiens reference ^17^. The gingival reference was reannotated after harmonization with ST epithelial annotation. Expression values are normalized and scaled means. L.I., large intestine; S.I., small intestine; G-OE, gingiva-oral epithelium; G-TAE, gingiva-tooth-associated epithelium. Panel **d** (top) created by Ethan Tyler, NIH Medical Arts Branch. Panel **d** (bottom) created in BioRender; Theofilou, V. https://BioRender.com/6vlvhou (2025). **e**, Bar plots displaying the top five Enrichr^51^ Gene Ontology terms for each mucosal epithelial barrier. Source data

In contrast to the OE, the TAE expressed CK19 and lacked CD138 expression, indicating decreased barrier integrity and increased permeability (Fig. 3a). Consistent with increased permeability, the TAE displayed substantial infiltration by neutrophils. In both health and disease, neutrophils expressing MPO with/without S100A8/9 were identified within the TAE, in proximity to the regional blood vessels, and within the connective tissue. Subepithelial neutrophils were markedly increased in disease, forming a distinctive border immediately beneath the TAE (Fig. 3a and Extended Data Fig. 5a,b). Given the proximity of this highly permeable barrier with the tooth-associated microbial biofilm, we investigated microbial translocation within and beyond the TAE (Extended Data Fig. 5c). Using 16S fluorescence in situ hybridization (FISH) we visualized penetration of microbiota within the CK19^+^ TAE and in the subepithelial space in both health and disease (Extended Data Fig. 5c). Our work highlights the TAE as a highly exposed and penetrable barrier patrolled by infiltrating neutrophils in health, which massively increase in number in the setting of periodontitis.

### A unique immune signature at the TAE

The presence of a localized immune infiltrate at the TAE barrier prompted us to investigate whether epithelial-intrinsic factors participate in the local organization of immunity. Indeed, analysis of our epithelial-specific spatial transcriptomics dataset revealed unique signatures at the OE versus the TAE (Fig. 3b,c). In the OE, epithelial layers displayed distinct gene expression profiles. Basal OE expressed *CXCL14* (Fig. 3b,c), whereas parabasal layer, spinous layer and keratin layer cells were similarly separated by their defining genes (Fig. 3b,c). Generally, the basal and parabasal layers expressed progenitor (*KRT5*), proliferation (*MKI67* and *CDK1*) and hemidesmosomal organization markers (*COL17A1* and *ITGB4*) whereas the spinous and keratin layers expressed genes encoding microbial sensing and immune responsiveness (*NOD2*, *IL36A* and *SLPI*) (Fig. 3b,c).

The transcriptomic profile of the TAE suggested a unique functionality for this barrier (Fig. 3b,c). In addition to genes of odontogenic origin (*ODAM* and *ODAPH*), TAE cells strongly expressed genes encoding neutrophil chemoattractants (*CXCL1*, *CXCL2* and *CXCL6*), suggesting a functional role for the TAE in neutrophil recruitment. The TAE also broadly expressed other immune-related genes, including complement genes (*CFH* and *CFHR3*), and genes encoding acute-phase reactants (*SAA1* and *SAA2)* and the inflammation regulator *DNASE1L3*. Consistent with its anatomy, the outer layers of the TAE (Sp.1/2) lacked gene expression related to keratinization (for example *CNFN*) but instead expressed *LAMC2* which enables hemidesmosomal attachment of TAE to the tooth surface. The superficial layers of the TAE uniquely expressed high levels of *IL1A* and *IL36G*.

To determine if the inflammatory signature of the TAE is unique, we compared the epithelial gene expression of the gingiva with that of other barrier tissues under homeostatic conditions. We cross-referenced our spatial transcriptomics epithelial cell annotations to the epithelial cells in our previously published oral mucosa single-cell dataset^13^, and integrated them with healthy skin, lung and intestinal epithelial cells from the Tabula Sapiens atlas^17^. The oral epithelia (TAE, OE and tongue) displayed a unique transcriptomic signature compared to non-oral epithelial barriers. Notably, the TAE uniquely expressed signature genes encoding acute-phase proteins (*SAA1/2*), neutrophil chemokines (*CXCL1/8*) and *DNASE1L3*, whereas other genes such as *S100A8/9* were shared with other oral compartments (Fig. 3d). Pathway analysis based on top differentially expressed genes across all evaluated compartments revealed classic ontologies upregulated in relevant organs, including ‘intestinal absorption’ in the small intestine, ‘surfactant homeostasis’ in the lung and ‘epithelial development’ in the OE. In contrast, the TAE was defined by a state of inflammatory immune responsiveness driven by constitutive expression of genes associated with inflammatory pathways such as ‘antimicrobial response’, ‘neutrophil chemotaxis’ and ‘leukocyte aggregation’, reflecting a unique mucosal environment poised to rapidly respond to local insults.

### Unique immune zonation at the TAE

We next aimed to further define the spatial organization of immune cell niches adjacent to the TAE using spatial proteomics. Calculating the average distance of immune-specific niches (NeutCT, T-B-APC and plasma) from the TAE, identified a consistent immune zonation, largely preserved in both health and disease (Fig. 4a,b,d,e). NeutCT was located closest to the TAE, followed by the T-B-APC zone, whereas the plasma niche was localized deepest within the subepithelial tissue. The zonation of NeutCT and T-B-APC was notably consistent between health and disease. In disease, neutrophil numbers substantially increased and extended within deeper areas of the tissue. The T-B-APC zone consisting mainly of helper T (T_H_) (CD4^+^), T_H_-B (CD3/CD4/CD20) and T-APC (CD3/HLA-DR) cells had similar cell numbers in health and disease but extended to deeper areas within the disease tissues (Fig. 4 and Extended Data Fig. 5d,e). In health, distal to the T-B-APC zone, fibro-vascular connective tissue was evident and only contained scattered immune cells (Fig. 4c). Finally, the plasma zone (consisting mainly of CD138^+^ plasma cells, along with T cells and scattered Ki67^+^ plasmablasts) was only evident in disease at areas distal to the T-B-APC zone (Fig. 4 and Extended Data Fig. 5d,e).

**Fig. 4:**
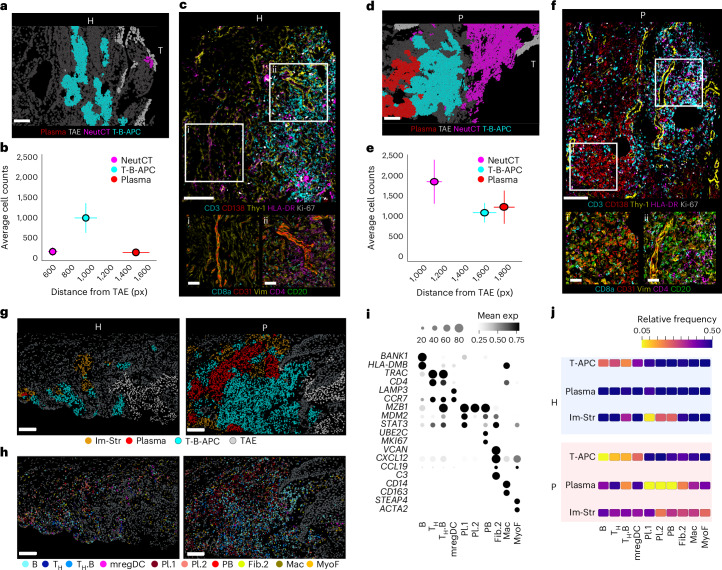
Immune zonation and characterization of lymphoid cell aggregates. **a**,**d**, Representative H (**a**) and P (**d**) sections showing SP-defined immune cell niches and TAE. Scale bars, 100 μm. **b**,**e**, Distance measurement of the SP immune cell niches from the TAE plotted against the number of cells in each niche in H (*n* = 4 or 5 sections from 4 or 5 individuals, **b**) and P (*n* = 9 or 10 sections from 6 or 7 individuals, **e**) sections. Data represent mean values and error bars indicate s.e.m. **c**,**f**, Representative SP images of protein marker expression at subepithelial and the deep connective tissue in health and periodontitis. Scale bars, 100 μm (large field of view) and 30 μm (insets). Photomicrographs reflect spatial patterns that were present across all samples (H, *n* = 8 (**c**); P, *n* = 8 (**f**) individuals). **g**, ST-defined immune cell niches in relation to the TAE in H and P. Scale bars, 100 μm. **h**, Tissue sections depicted in **g**, colored by cell type annotation. Scale bars, 100 μm. **i**, Dot plot showing transcript expression across the cell subsets depicted in **g** and **h**. Expression values are normalized and scaled means. **j**, Heatmap showing the proportion of specific cell subsets within ST-defined immune niches in H and P. Source data

Spatial transcriptomics recapitulated the distinctive immune zonation neighboring the TAE (Fig. 4g) and provided a more granular cell subset characterization for each zone (Fig. 4h–j and Extended Data Fig. 5f). The T-B-APC zone was enriched in B cells (*MS4A1/BANK1/HLA-DMB*^*+*^) and T_H_ (*CD2/TRAC/CD4*^+^) cells and contained *CD83/LAMP3/CCR7*^+^ dendritic cells (mregDCs) and a subset of T_H_ cells in proximity to B cells (T_H_.B) in both health and disease. The plasma cell niche was mostly evident in disease and contained distinct subsets of plasma cells (Pl.1 and Pl.2) as well as plasmablasts, the T_H_.B cell subset as well as a specific subpopulation of fibroblasts (Fib.2) expressing *CXCL12*, CCL19 and complement genes (*C3* and *CFB*) (Fig. 4i,j and Extended Data Fig. 5f). In health, relevant cell types were less likely to reside within the plasma cell niche but rather were scattered within the fibrous connective tissue (Im-Str and Fib.CT). Surrounding the immune cell niches an immune-stromal niche (Im-Str) contained scattered immune cells within the stroma (Fig. 4g–j and Extended Data Fig. 5f).

Collectively, these data reveal unique zonation of inflammation at the tooth-associated barrier preserved in health and disease, with increased complexity and organization of lymphoid aggregates in the setting of inflammatory pathology.

### Epithelial and stromal compartments coordinate immune zonation

The unique immune zonation adjacent to the TAE prompted us to examine whether nonimmune/structural cells participate in the organization of immunity in a location-specific manner. We first inquired about the inferred functionality of the TAE itself in health and periodontitis. TAE in disease displayed a significant upregulation of genes encoding innate immune regulators (*SAA1/2* and *C3*) and neutrophil chemoattractants (such as *CXCL2* and *CSF3*), consistent with increased accumulation of neutrophils in the setting of inflammatory disease (Fig. 5a). Pathway enrichment further underscored these functions revealing an enrichment in immune-related pathways, including ‘innate immune system’ and ‘neutrophil degranulation’ in periodontitis (Fig. 5b).

**Fig. 5:**
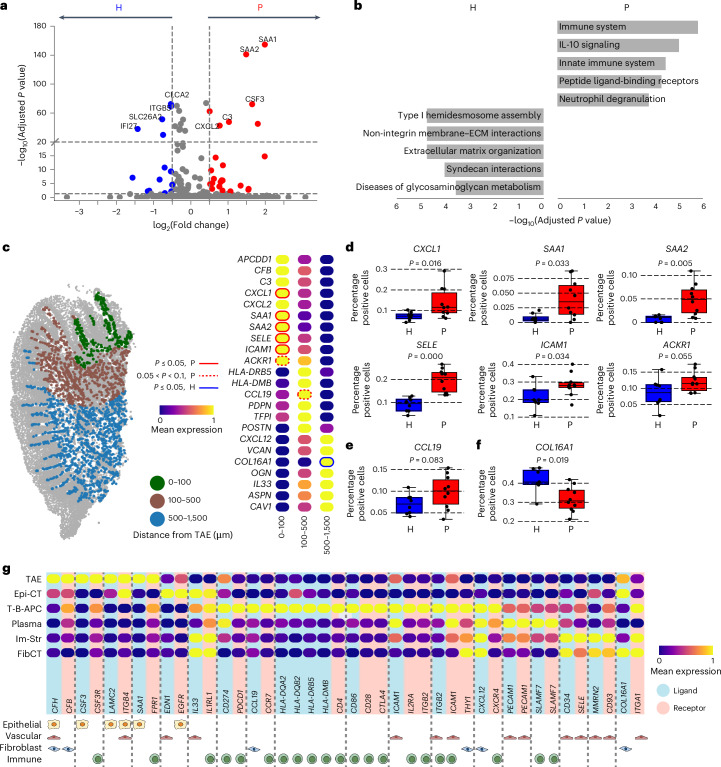
Epithelial and stromal support of immune zonation at the oral barrier. **a**, Volcano plot showing top transcripts enriched in H (blue) versus P (red) TAE. Differential gene expression was assessed using a two-sided Wilcoxon rank-sum test. *P* values were corrected with the Benjamini–Hochberg false discovery rate. **b**, Bar plots depicting the top five Enrichr^51^ Reactome Pathways 2024 enriched in H versus P TAE. The pathways were derived from the top 20 differentially expressed genes per group obtained using a two-sided Wilcoxon rank-sum test. **c**, Stromal (fibroblast and vascular) cells colored by distance from the TAE in a representative periodontitis section (left). Heatmap of genes expressed by stromal cells across distance-defined areas (right). Outlines indicate transcripts with significantly (*P* ≤ 0.05) higher proportions of stromal cells expressing them in P (red) or H (blue), as determined in **d**–**f**. Dotted outlines mark trends toward significance (0.05 < *P* < 0.1). Expression values are normalized and scaled means. **d**–**f**, Boxplots showing the proportion of stromal cells expressing the transcripts identified in **c** within the 0–100 μm (**d**), 100–500 μm (**e**) and 500–1,500 μm (**f**) areas. Dots represent individuals. *P* values from a two-sided Mann–Whitney *U*-test of H (*n* = 7 or 8) versus P (*n* = 10) are indicated. Boxplot centers indicate median values; box boundaries represent the 25th and 75th percentiles; whiskers extend to the most extreme points within 1.5× interquartile range (IQR); and minimum/maximum values correspond to the smallest and largest observations within this whisker range. **g**, Heatmap of gene expression for ligand–receptor pairs from the OmniPath reference list^18^ coexpressed within the same niches. Predominant cell type expressing each ligand or receptor, as determined in Extended Data Fig. 5j (bottom). Expression values are normalized and scaled means. Images in **g** created in BioRender; Theofilou, V. https://BioRender.com/trpkfmz (2025). Source data

We next examined possible stromal cell contributions in the organization of location-specific immunity, taking a niche-agnostic approach to investigate stromal transcriptomes as a function of distance from the TAE (0–100 µm, 100–500 µm and 500–1,500 µm). Top genes expressed within the stromal compartment revealed unique location-specific gene expression patterns (Fig. 5c). As such, stromal cells proximal to the TAE (0–100 µm) expressed genes encoding immune cell adhesion molecules (*SELE* and *ICAM1*), neutrophil chemoattractants (*CXCL1* and *CXCL2*), and acute-phase reactants (*SAA1* and *SAA2*), mirroring TAE expression patterns and supporting a potential role for the stromal compartment in the coordination of innate immunity at this interphase. Intermediate distance (100–500 µm) stromal cells expressed genes linked to antigen presentation (*HLA-DRB5* and *HLA-DMB*) and tertiary lymphoid structure (TLS) organization (*CCL19)*, consistent with the presence of lymphoid aggregates. Distal stromal cells (500–1,500 µm) also displayed a unique signature with high expression of the gene encoding an immune cell chemoattractant *CXCL12* (Fig. 5c). Of note, some of the area-specific genes were differentially expressed between health and disease. Genes encoding innate molecules, neutrophil chemoattractants (*SAAs* and *CXCL1*) and endothelial adhesion molecules (*SELE* and *ICAM1*) were upregulated in disease in the area proximal to the TAE, chemokine *CCL19* was upregulated in disease in the intermediate distance area, whereas the classic structural gene (*COL16A1*) was significantly upregulated in the distal area in health. Beyond global stromal transcriptomic signatures, we further interrogated fibroblast and vascular cell gene expression patterns across our previously defined niches to gain an overview of cell-specific inferred functionality in health and disease (Fig. 5d–f and Extended Data Fig. 5g–i).

Finally, we analyzed our spatial transcriptomics dataset for potential ligand–receptor interactions using the OmniPath database^18^, enabling identification and visualization of both nonimmune–immune and immune–immune pairings within each previously defined niche (Fig. 5g and Extended Data Fig. 5j). The TAE niche showed coordinated expression of genes encoding neutrophil-associated ligand–receptor pairs (*CSF3–CSF3R* and *SAA1–FPR1*). Within the T-B–APC niche, expression of genes encoding ligand–receptor pairs implicated in TLS development were observed, including *CD274–PDCD1*, *CCL19–CCR7* and *CXCL12–CXCR4*, and antigen presentation and costimulation molecule pairs (*HLA-DR-DM/CD4* and *CD28/CD80/CTLA4*). Finally, the plasma cell niche displayed distinct coordinated expression of a gene encoding a plasma cell signaling molecule (*SLAMF7*) (Fig. 5g).

Collectively, these data suggest location-specific roles for both the epithelial and stromal compartments in the organization of immunity into zones at the tooth-associated mucosal barrier.

### Tertiary lymphoid structures form in periodontitis

The presence of organized lymphoid aggregates with distinct zonation suggested that TLSs may form proximal to the TAE in the context of periodontitis. To determine whether TLS-associated cell types are present and to further delineate the inflammatory compartment in periodontitis, we employed CITE-seq^15^ to simultaneously capture epitopes and transcriptomic signatures at a single-cell level (Fig. 6a). Analysis of >32,000 cells from dissociated periodontitis-affected gingiva allowed for in-depth characterization of the immune and stromal cell compartments with increased confidence compared to our previous single-cell RNA sequencing studies^13^ (Fig. 6b and Extended Data Figs. 6 and 7).

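CITE-seq counts RNA molecules and DNA-tagged antibodies bound to the same cells. Gingiva from 4 donors with periodontitis was minced, digested with collagenase II and DNase, and run with 1 RNA library and 1 antibody library per donor and no healthy group. The authors deposited counts of unique molecular identifiers (UMIs) as Cell Ranger wrote them, unfiltered, for the genes of GRCh38 and for 156 antibodies and 9 isotype controls, in 3629380, 2563947, 2827514 and 2659843 barcodes of donors 1 to 4. The RNA libraries held 177763269, 164141371, 163097895 and 139960246 UMIs and the antibody libraries 86910754, 31666696, 42165817 and 45872549 UMIs. The paper states that ambient RNA was corrected with DecontX, antibody tags were normalized with DSB, doublets were removed with DoubletFinder and both data types were joined by weighted nearest neighbours in Seurat. The deposited counts include none of these steps, hold no cell calls or cluster labels, and the paper's text names no limits on UMIs, genes or mitochondrial share, so cells were called again from the counts. A barcode was kept when it held at least 500 UMIs and 300 genes, differed from the donor's ambient RNA at a false discovery rate of 0.01, held at most 20% mitochondrial UMIs and did not rank among the closest to simulated doublets. Of 10826, 10591, 10620 and 9329 barcodes with at least 500 UMIs, 9435, 9017, 9121 and 8598 differed from ambient RNA, 676, 627, 621 and 560 were removed as doublets and 8518, 8225, 8192 and 7804 were kept, in all 32739 cells beside the paper's stated count of more than 32000. The cells held a median of 9522, 11942, 9703 and 9500.5 RNA UMIs, 3164, 3672, 3050.5 and 2684.5 genes and 970, 614, 809 and 1087 antibody UMIs. Ambient RNA made up an estimated 1.07 to 3.00% of the UMIs in stromal cells, from their immunoglobulin RNA. Cells were clustered on RNA alone, first over all cells and then within each compartment, without the genes that the text compares between clusters. Clusters were named "-like" from other marker genes. UMIs were summed per donor and class and tested with edgeR's quasi-likelihood test with the donor as a block, so the donors and not the cells are the replicates. Antibody UMIs were tested in the same way. Levels are given as CPM, in which each sum is scaled to its total as adjusted by edgeR's TMM normalization, as mean ± SD over donors. The same sum can thus have different CPM in different comparisons. The levels of TNFSF11 and FUT7 given beside those of T cells were not taken from the tests and are on another scale. When barcodes were kept by their UMI total alone, 20328 cells remained.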

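T and NK cells, fibroblasts, plasma cells and endothelial cells together made up most of the cells recovered from periodontitis-affected gingiva. T/NK-like cells were 26.0 ± 5.50% of cells (SD, n = 4 donors), fibroblast-like cells, the collagen producers of the lamina propria, 17.1 ± 7.14%, antibody-secreting plasma-like cells 16.1 ± 12.7% and blood endothelial-like cells 15.4 ± 6.24%. Monocyte-, macrophage- and dendritic-like cells were 5.58 ± 1.59%, B-like cells 4.54 ± 3.06%, mast-like cells 4.26 ± 0.920%, smooth muscle- and pericyte-like cells 3.47 ± 1.59%, neutrophil-like cells 3.04 ± 2.54% and epithelial-like cells 2.62 ± 1.96%. Plasma-like cells ranged from 4.83 to 34.4% of a donor's cells, and neutrophil-like cells from 0.320 to 6.06%. Cells that no marker set named were 0.926% on average. There is 1 group, so no share was tested. A limit on the UMI total alone (6826, 7600, 9625 and 9428 UMIs in donors 1 to 4) leaves out small cells with little RNA. Shares under it are over the reported cells that passed it, not over all 20328 cells called that way. T/NK-like cells were 7.08% there, fibroblast-like cells 25.7%, plasma-like cells 26.8%, B-like cells 1.52%, mast-like cells 1.48% and neutrophil-like cells 0.0140%. The T/NK-like mean there rests on donor 1 (20.5%), with 1.25 to 3.82% in the other donors.

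**Figure D1:**
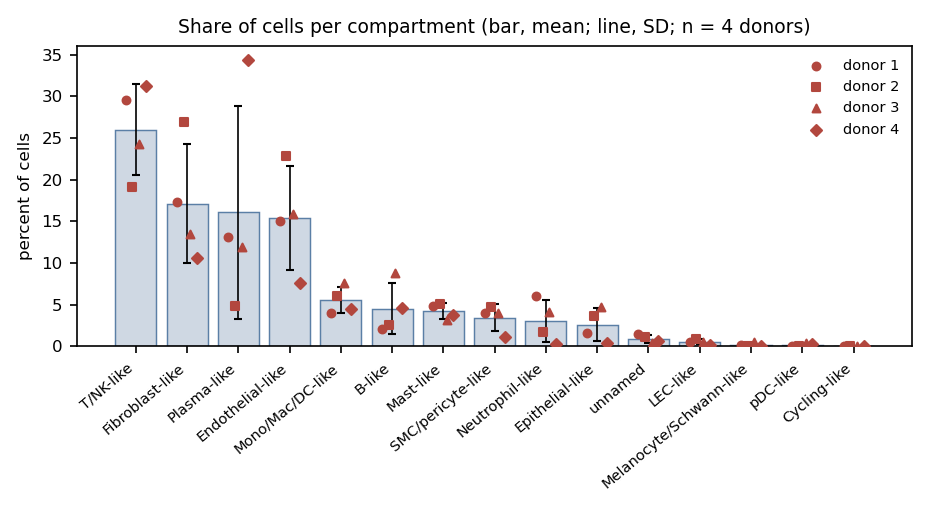
Percent of each donor's cells in each compartment, for 4 donors. Points are donors, bars the mean over donors and lines the SD. Plasma-like cells had the largest SD over donors.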

**Fig. 6:**
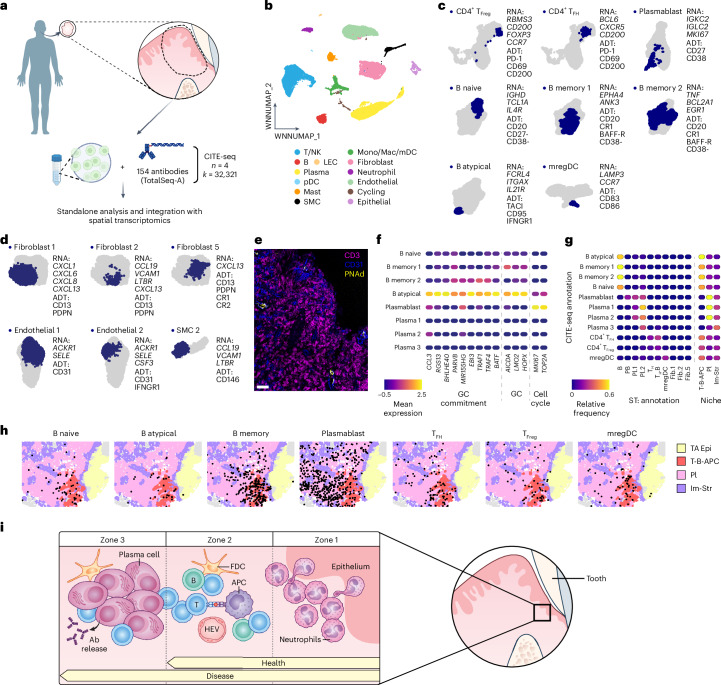
Immature tertiary lymphoid structures in periodontitis tissues. **a**, P tissue samples were processed for protein-full transcriptome (CITE-seq) analysis. CITE-seq datasets integrated with ST to provide inferred spatial context. Images in **a** created in BioRender; Theofilou, V. https://BioRender.com/5icfcmc (2025). **b**, Weighted nearest neighbor (WNN) uniform manifold approximation and projection (UMAP) representation of the major cellular compartments identified via CITE-seq. **c**,**d**, UMAP (left) and defining RNA transcripts and antibody-derived tags (ADTs, right) for selected CITE-seq immune (**c**) and stromal (**d**) cell clusters. **e**, Immunofluorescence staining for CD3, CD31 and PNAd in a representative P tissue section. Scale bar, 40 μm. Immunofluorescence staining pattern was representative of five periodontitis samples. **f**, Heatmap showing relative expression of genes associated with GC commitment, GC and class switching, and cell cycle across CITE-seq B and plasma cell subsets. **g**, Heatmaps displaying concordance between selected ST and imputed CITE-seq annotations (left) and the relative abundance of imputed CITE-seq clusters within ST-defined immune niches (right) following integration of the two approaches. **h**, Spatial location of imputed CITE-seq cluster annotations superimposed on ST-defined immune niches and TAE in a representative P section. **i**, Schematic summary of the key findings of this study Panel **i** created by Ethan Tyler, NIH Medical Arts Branch. Source data

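Follicular helper T (TFH)-like cells held more RNA of CXCR5, the receptor that draws T cells into B cell follicles, of CD200, a membrane glycoprotein that restrains myeloid cells, and of BCL6, the transcription factor that sets the TFH fate, than the other CD4 T-like cells of the same donors. They held less of PRDM1, the repressor that opposes BCL6. CD200 (ENSG00000091972) was at 64.4 ± 17.8 CPM (SD, n = 4 donors) against 2.21 ± 0.958 CPM (log2 fold change 4.77, standard error 0.34, adjusted p = 1.17e-09, higher in 4 of 4 donors). CXCR5 (ENSG00000160683) was at 51.4 ± 11.5 against 2.44 ± 1.27 CPM (log2 fold change 4.26, standard error 0.34, adjusted p = 7.53e-09, 4 of 4). BCL6 (ENSG00000113916) was at 90.0 ± 33.4 against 58.1 ± 11.5 CPM (log2 fold change 0.65, standard error 0.20, adjusted p = 0.0266, 3 of 4). PRDM1 (ENSG00000057657) was at 53.1 ± 22.0 against 106 ± 26.1 CPM (log2 fold change -0.98, standard error 0.18, adjusted p = 0.000535, lower in 4 of 4). Of 6 tested T cell genes that the study names, 4 were higher and 1 lower (4 higher and 1 lower when adjusted over the list alone). The study reports them for cell classes of these same samples, so this is not independent evidence of their direction. Among 5 genes of T cell help to B cells, 3 rose and none fell (3 higher and 0 lower when adjusted over the list alone), namely the inhibitory receptor BTLA (3.21 on the log2 scale, as for the folds that follow), the CD30 ligand TNFSF8 (1.86) and the adhesion receptor CD84 (0.70), each in 4 of 4 donors. Of 12 early response genes, which tissue dissociation also induces, 10 were lower and 1 higher (1 higher and 11 lower when adjusted over the list alone), such as EGR1 (-1.93) and JUN (-1.30). Of 7 genes of MHC class II antigen presentation, 5 were lower (0 higher and 5 lower when adjusted over the list alone), such as HLA-DPA1 (-1.49). PRDM1 gave a UMI in 18.7% of 337 TFH-like and 32.7% of 1998 other CD4 T-like cells, at medians of 5919 and 5344.5 UMIs, against 3.22% of 1398 mast-like cells at 4611, which stand for background. With each cell thinned to 2000 UMIs, leaving out 7, 29 and 213 cells, the shares were 8.18, 16.6 and 1.77%. In all, 13 held-out genes were higher and 31 lower of 98 listed among 10215 tested, in 31 to 150 TFH-like cells per donor, and 28 were called without the donor block. Among the other CD4 T-like cells, clusters 4 and 17 (907 cells) took the name from their highest lineage score without carrying the CD4 marker set. Of their cells 33.1% bound CD8 antibody above the gate limit, against 14.0% in clusters 2 and 18, which carry the set. Against clusters 2 and 18 alone, a comparison chosen after the results were seen, CXCR5 (6.17), CD200 (5.61) and PRDM1 (-1.16) kept their calls and BCL6 lost its own (0.46). With 1 donor left out, the calls ended or moved for BCL6 (0.40 without donor 3 and 0.57 without donor 4). Calls also ended with DESeq2, without the filter on low counts, with 2 times as many doublets removed and at a clustering resolution of 1.5 for BCL6 and without the donor block for BCL6 and HLA-DPA1.

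**Figure D2:**
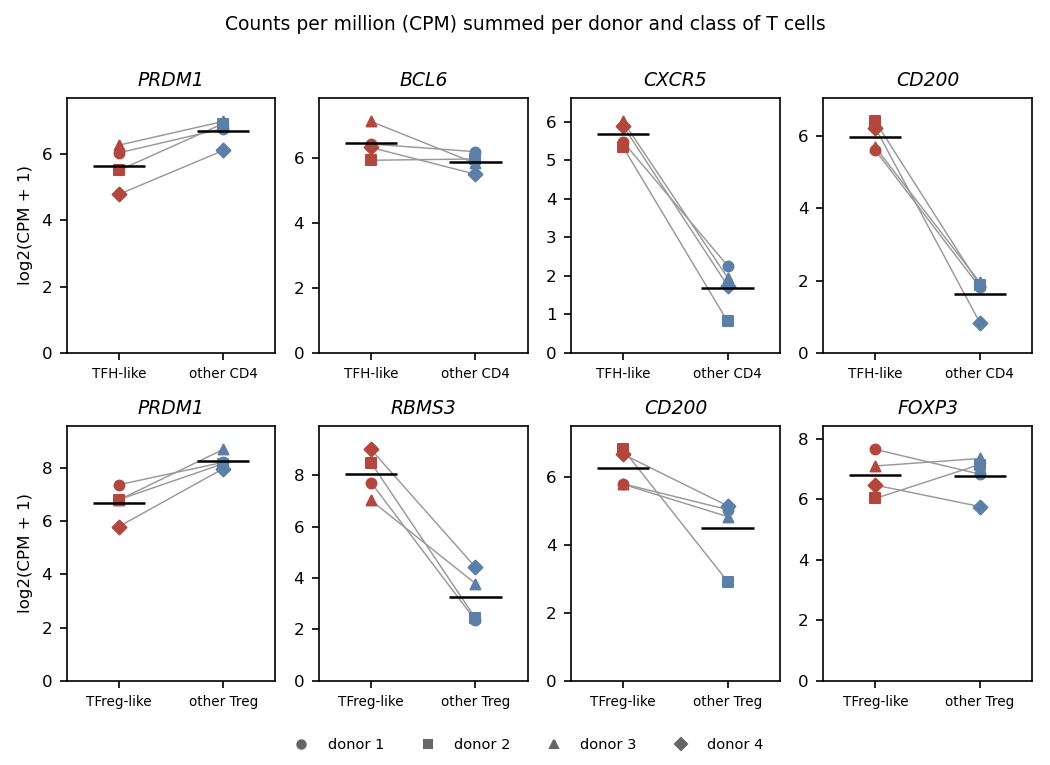
RNA level of 4 genes in TFH-like and other CD4 T-like cells (top) and of 4 genes in TFreg-like cells and cluster 11 (bottom), as log2(CPM + 1). Cluster 11, the other Treg-like cluster, scores highest for TH17 markers. Points are donors, lines join a donor's classes and bars are means over 4 donors. PRDM1 lies lower in TFH-like cells in 4 of 4 donors, and FOXP3 lies higher in TFreg-like cells in 2 of 4.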

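Beside cluster 11, which carries TH17, regulatory and TFH markers, follicular regulatory T (TFreg)-like cells held more RNA of the RNA-binding protein RBMS3, of CD200 and of CCR7, the receptor for the T zone chemokines that naive T cells also carry, and less of PRDM1. The level of FOXP3, the transcription factor that defines regulatory T cells, did not differ past the test. The 396 TFreg-like cells form T cell cluster 10, with mean z scores of 1.78 for regulatory, 1.28 for naive T and 0.74 for TFH markers, and the 383 others form cluster 11, which is led by IL1R1 and IL17A and scores 1.52 for TH17, 1.18 for regulatory and 1.14 for TFH markers. RBMS3 (ENSG00000144642) was at 302 ± 169 CPM (SD, n = 4 donors) against 10.4 ± 7.78 CPM (log2 fold change 4.95, standard error 0.28, adjusted p = 3.05e-08, higher in 4 of 4 donors). CD200 was at 80.7 ± 30.4 against 25.2 ± 12.8 CPM (log2 fold change 1.48, standard error 0.33, adjusted p = 0.00625, 4 of 4). PRDM1 was at 111 ± 45.3 against 315 ± 72.1 CPM (log2 fold change -1.51, standard error 0.20, adjusted p = 6.15e-05, lower in 4 of 4), CCR7 (ENSG00000126353) rose by 1.78 (adjusted p = 7.81e-05, 4 of 4) and FOXP3 (ENSG00000049768) was at 122 ± 59.7 against 117 ± 47.1 CPM (log2 fold change 0.16, standard error 0.25, adjusted p = 0.764, higher in 2 of 4). BCL6 did not pass either (0.31, adjusted p = 0.378, higher in 4 of 4). Against all other CD4 T-like cells, a comparison chosen after the data were seen, FOXP3 (5.94), CD200 (4.90), RBMS3 (4.77) and CXCR5 (2.47) were each higher in 4 of 4 donors, and PRDM1 was at -0.10 (adjusted p = 0.770, lower in 3 of 4). FOXP3 gave a UMI in 39.9% of TFreg-like cells and 39.9% of cluster 11, and PRDM1 in 31.8 and 65.0%, at medians of 5989.5 and 7231 UMIs, against 0.215% of mast-like cells for FOXP3. Thinned to 2000 UMIs, leaving out 9 and 6 cells, the FOXP3 shares were 20.7 and 17.8%. Of 5 tested MHC class II genes, 2 were higher in TFreg-like cells (3 higher and 0 lower when adjusted over the list alone), namely HLA-DRA (1.14) and HLA-DPB1 (1.17), a pair no longer called without the donor block. Over 71 held-out genes, 7 were higher and 8 lower, a total of 15 that became 7 without the block. Both clusters carry both marker sets, and the rule that named cluster 10 TFreg-like was set after the scores and RBMS3 had been seen, so RBMS3 there is not independent evidence, and a least score above 0.74 would have left both sets to cluster 11 alone. At a clustering resolution of 0.5, cluster 11 joined most TFH-like cells under the TFreg-like name, cluster 10 became the comparator, and RBMS3 (-4.85), CD200 (-0.76) and PRDM1 (0.94) reversed.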

TLS-related cell types within the T cell compartment in periodontitis (Extended Data Fig. 6a) included follicular helper T (T_FH_) cells (CD4^+^ T_FH_; *PRDM1*^*−*^, *BCL6*^*+*^, *CXCR5*^*+*^ and *CD200*^*+*^) and follicular regulatory T (T_Freg_) cells (CD4^+^ T_Freg_; *PRDM1*^*−*^, *RBMS3*^*+*^, *CD200*^*+*^ and *FOXP3*^*+*^)^19^ (Fig. 6c). Both T_FH_ and T_Freg_ populations expressed PD-1, CD69 and CD200 epitopes. 

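On TFH-like cells, antibodies to PD-1, an inhibitory receptor, and to CD69, a mark of activation and tissue residence, bound more than on other CD4 T-like cells. Neither passed against clusters 2 and 18 alone, the 2 of 4 clusters among them that carry the CD4 marker set. Binding of the CD200 antibody did not pass the test, and on TFreg-like cells none of these antibodies did. For TFH-like cells, PD-1 gave log2 fold change 0.59, standard error 0.16, adjusted p = 0.0451, higher in 4 of 4 donors, CD69 log2 fold change 0.79, standard error 0.18, adjusted p = 0.0246, 4 of 4, and CD200 log2 fold change 0.54, standard error 0.17, adjusted p = 0.0882, 4 of 4. Their mean DSB values, which scale each tag to its level in empty droplets, were 3.52 ± 2.55 against 2.01 ± 1.38 for PD-1 (SD, n = 4 donors), 12.2 ± 6.30 against 7.47 ± 3.12 for CD69 and 1.09 ± 0.509 against 0.296 ± 0.0542 for CD200. Against cluster 11, TFreg-like cells had -0.26 for PD-1 (adjusted p = 0.401, higher in 1 of 4), -0.40 for CD69 (adjusted p = 0.206, 0 of 4) and 0.59 for CD200 (adjusted p = 0.134, 4 of 4). Mean DSB values on TFreg-like cells were 3.02 ± 2.18, 10.1 ± 5.17 and 1.45 ± 0.975 for PD-1, CD69 and CD200 (SD, n = 4). Against other CD4 T-like cells, chosen after the data were seen, the values were 0.36 (adjusted p = 0.103), 0.45 (0.0670) and 0.72 (0.0734), each higher in 4 of 4 donors. Further antibodies higher on TFH-like cells were those to ICOS, a costimulatory receptor (1.30), and to TIGIT, an inhibitory one (1.21), whose RNA, unlike these antibody counts, helped to name the cluster. CD26 (-3.60) and CD8 (-3.37) were lower. The CD8 value also reads the mix of the other CD4 T-like cells, of which 22.7% bound CD8 antibody above the gate limit. Against clusters 2 and 18 alone, chosen after the results were seen, PD-1 was at 0.58 and CD69 at 0.62. There 12 antibodies were higher and 7 lower. TFreg-like cells bound more antibody to CD62L, the lymph node homing receptor (2.35), and less to ICOS (-1.62) and to CD5 (-0.98) than cluster 11. Of 156 antibodies, 16 were higher and 19 lower on TFH-like cells, a total of 35 that was 16 without donor 2, 13 without donor 3, 5 without the donor block and 3 in limma on DSB values. On TFreg-like cells 3 were higher and 12 lower (6 called without donor 1). Calls lost or moved with 1 donor left out were those of PD-1 antibody (0.68 without donor 1, 0.71 without donor 2, 0.61 without donor 3 and 0.41 without donor 4), CD69 antibody (0.84 without donor 2, 0.72 without donor 3 and 0.66 without donor 4), ICOS antibody (1.19 without donor 2) and TIGIT antibody (1.22 without donor 2, 1.17 without donor 3 and 0.99 without donor 4). They were also lost without the donor block for PD-1 antibody, CD69 antibody, ICOS antibody, CD62L antibody in TFreg-like cells, ICOS antibody in TFreg-like cells and CD5 antibody in TFreg-like cells, with limma on DSB values for PD-1 antibody, CD69 antibody, ICOS antibody, TIGIT antibody, CD26 antibody, CD8 antibody, CD62L antibody in TFreg-like cells and CD5 antibody in TFreg-like cells, with limma on centred log-ratio values and at a clustering resolution of 1.5 for PD-1 antibody and at a clustering resolution of 0.5 for CD62L antibody in TFreg-like cells (-1.59), ICOS antibody in TFreg-like cells (1.17) and CD5 antibody in TFreg-like cells (0.96).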

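CD4 T cells that bound the most PD-1 antibody held more RNA of CXCL13, the chemokine that attracts B cells, of the G protein subunit gene GNG4, of the anti-inflammatory cytokine IL10 and of the inhibitory receptor LAG3 than those that bound the least. They held less of 6 of 12 early response genes and of CCR7. T/NK-like cells were gated by antibody (CD3 and CD4 above the 95th percentile of the donor's fibroblast-like cells and CD8 below it, 2506 cells), and each donor's upper of 3 equal parts by PD-1, 836 cells in all, was compared with the lower. CXCL13 (ENSG00000156234) was at 510.2 ± 228 CPM (SD, n = 4 donors) against 39.9 ± 43.0 CPM (log2 fold change 4.07, standard error 0.44, adjusted p = 8.41e-05, higher in 4 of 4 donors). GNG4 was at 76.0 ± 27.7 against 3.21 ± 1.74 CPM (log2 fold change 4.18, standard error 0.32, adjusted p = 3.24e-05, 4 of 4). IL10 (2.40) and LAG3 (2.23) were higher in 4 of 4 donors and CD200 (2.55, adjusted p = 0.000410) in 3 of 4. Of the TFH genes, CXCR5 was at 0.69 (adjusted p = 0.139, higher in 4 of 4) and BCL6 at 0.05 (adjusted p = 0.917, 2 of 4), FOXP3 at 0.54 (adjusted p = 0.205, 4 of 4), and PRDM1 was higher (log2 fold change 0.56, standard error 0.12, adjusted p = 0.0113, 4 of 4). CCR7 fell by 0.82, in 4 of 4 donors. Of 12 early response genes, 6 were lower and none higher (0 higher and 8 lower when adjusted over the list alone), such as FOS (-0.96) and IER2 (-0.87). Of 8 genes of B cell help, 3 were higher (4 higher and 0 lower when adjusted over the list alone), namely CXCL13, BTLA (1.77) and TNFSF8 (1.16). In all, 405 genes were higher and 415 lower of 9704 tested, a total of 820 that was 120 without the donor block, 399 with DESeq2, 416, 545 and 519 without donor 1, 3 or 4, and 433 without Treg-like and TFreg-like cells. The gate is a range and not a cell type. It put 842 of the 2506 cells within 0.5 DSB units of a gate limit, and its upper part held 138 TFH-like, 108 TFreg-like, 167 cluster 11, 222 other CD4 T-like and 157 CD8 T-like cells, and its lower part 45, 92, 41, 466 and 119. The median cell of the upper part had 1853.7 CPM of TFH markers, 425.8 of regulatory markers and 0 of CD8, TH17 and NK markers, and that of the lower part 837.8, 138 and 0, at medians of 5984.5 and 5222 UMIs. Leaving out 1 donor ended or moved PRDM1 (0.41 without donor 1 and 0.58 without donor 3). Further calls ended with DESeq2 for IL10, without the donor block for IL10, PRDM1, CCR7, FOS and BTLA and without Treg-like and TFreg-like cells and with each cell thinned to 2000 UMIs for PRDM1.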

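Naive-like B cells held more RNA of IGHD, the constant region of IgD, of TCL1A, a coactivator of AKT signalling, and of the IL-4 receptor gene IL4R than memory-like B cells of the same donors. Memory-like B cells held more of the cytokine gene TNF, of EGR1, an early response transcription factor, of the survival gene BCL2A1 and of the membrane adaptor gene ANK3. IGHD (ENSG00000211898) was at 418 ± 90.9 CPM (SD, n = 3 donors) against 74.7 ± 28.8 CPM (log2 fold change 2.46, standard error 0.18, adjusted p = 2.53e-07, higher in 3 of 3 donors). TCL1A (ENSG00000100721) was at 109.5 ± 94.9 against 8.44 ± 6.84 CPM (log2 fold change 3.92, standard error 0.39, adjusted p = 5.15e-06, 3 of 3). IL4R (ENSG00000077238) was at 305 ± 139.7 against 67.9 ± 9.29 CPM (log2 fold change 2.26, standard error 0.25, adjusted p = 1.43e-05, 3 of 3). TNF (-3.55), EGR1 (-3.47), BCL2A1 (-2.03) and ANK3 (-3.00) were lower in naive-like cells in 3 of 3 donors, and EPHA4 was at -0.96 (adjusted p = 0.104, lower in 2 of 3). Of 10 tested B cell genes that the study names, 5 were higher and 4 lower (5 higher and 5 lower when adjusted over the list alone). The study reports these for cell classes of these same samples, so they give no independent evidence of direction. Of 12 early response genes, 11 were lower in naive-like cells (0 higher and 11 lower when adjusted over the list alone), such as JUN (-2.13) and IER2 (-2.18). Of 9 genes of the CD40 and NF-kB response, 6 were lower (0 higher and 8 lower when adjusted over the list alone), such as TRAF1 (-5.51) and NFKBIA (-2.02). The IgD antibody bound more to naive-like cells (log2 fold change 1.96, standard error 0.18, adjusted p = 0.0134, higher in 3 of 3). Antibodies to CD27, a memory marker (-1.41, adjusted p = 0.0206), and to the pan-B marker CD20 (-0.86, 0.0206) bound less, each in 3 of 3 donors. CD38 (-0.10, 0.992), BAFF-R (-0.09, 0.992) and CR1 (-0.66, 0.172) did not pass. IGHD gave a UMI in 79.7% of 202 naive-like and 15.0% of 1210 memory-like cells at medians of 5323 and 6041.5 UMIs, against 0.0720% of mast-like cells, and in 54.3 and 8.95% after thinning to 2000 UMIs, which left out 5 and 37 cells. The test used the 3 donors with at least 10 cells in each class (194 and 1050 cells). It called 11 held-out genes higher and 23 lower of 93, and 3 antibodies higher and 7 lower of 156, a total of 10 that was 27 without donor 2, 2 without donor 3, 5 with DESeq2 and 0 without the donor block. The calls that ended or moved without 1 donor were TRAF1 (-9.78 without donor 3, still past the threshold), CD27 antibody (-1.59 without donor 3) and CD20 antibody (-0.81 without donor 3). Those lost under other settings were, by setting, at a clustering resolution of 0.5 for IL4R, ANK3 and CD20 antibody, without the donor block for IgD antibody, CD27 antibody and CD20 antibody, with limma on DSB values and with limma on centred log-ratio values for IgD antibody and CD27 antibody, with the listed genes left in the clustering for CD27 antibody and with DESeq2 for CD20 antibody.

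**Figure D3:**
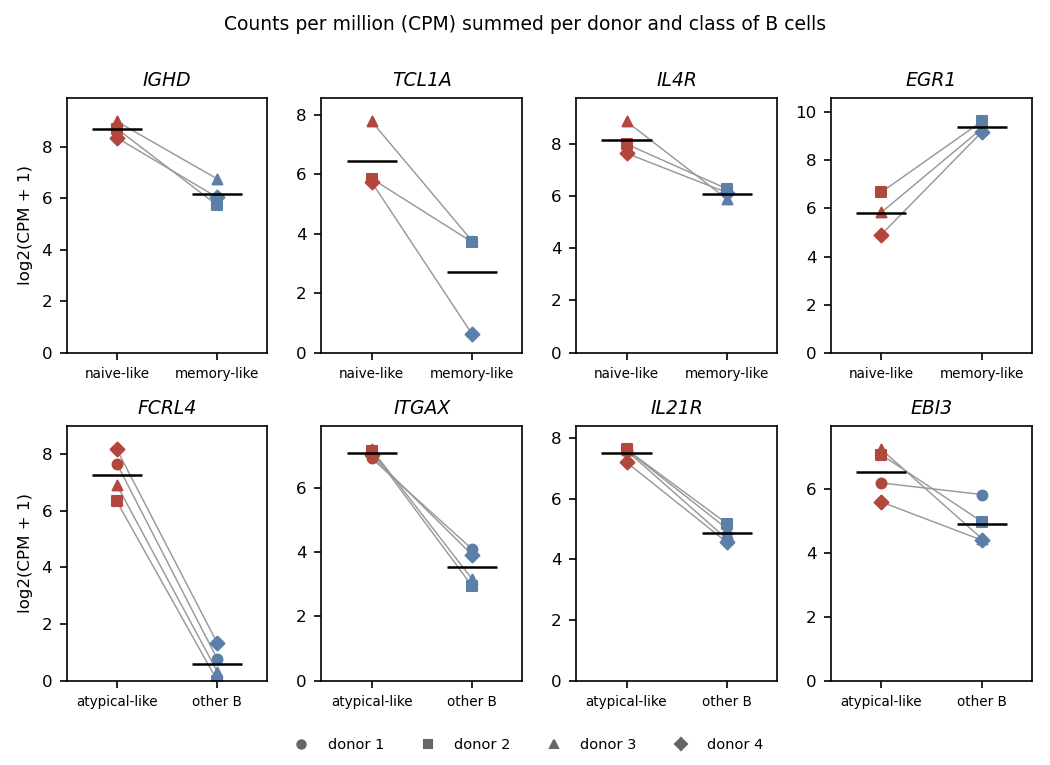
RNA level of 4 genes in naive-like and memory-like B cells of 3 donors (top) and of 4 genes in atypical-like and other B cells of 4 donors (bottom), as log2(CPM + 1). Points are donors, lines join a donor's classes and bars are means. IGHD lies higher in naive-like cells in 3 of 3 donors and FCRL4 higher in atypical-like cells in 4 of 4.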

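B-like cells that bound more IgD and less CD27 antibody than their donor's median B cell held more RNA of IGHD, of IGHM, the constant region of IgM, and of IL4R, and less of CD27 and EPHA4, than cells on the opposite side of both medians. IGHD and CD27 encode the antigens by which these cells were gated, so their RNA is a check of the gate and not a separate finding. IGHD was at 204 ± 89.4 CPM (SD, n = 4 donors) against 30.6 ± 24.4 CPM (log2 fold change 2.90, standard error 0.32, adjusted p = 0.000101, higher in 4 of 4 donors). IGHM was at 551 ± 214 against 76.9 ± 55.6 CPM (log2 fold change 2.89, standard error 0.22, adjusted p = 1.01e-06, 4 of 4). IL4R rose by 1.55 (adjusted p = 0.00168, 4 of 4), CD27 fell by 1.40 (adjusted p = 0.00296, lower in 4 of 4) and EPHA4 fell by 1.33 (4 of 4). The protocadherin gene PCDH9 (3.27), the acyl-CoA synthetase gene ACSM3 (2.77) and the T cell adaptor gene SKAP1 (1.93) also rose in 4 of 4 donors. TNF (-0.32, adjusted p = 0.657), EGR1 (-0.25, 0.429) and BCL2A1 (-0.04, 0.970) did not pass, and of 12 early response genes none passed (0 higher and 4 lower when adjusted over the list alone). In all, 53 genes were higher and 61 lower of 6590 tested, from 353 cells on each side (685 at an unadjusted p under 0.05). This total of 114 was 0 in edgeR without the donor block (356 at an unadjusted p under 0.05), 49 with DESeq2, 258 without the filter on low counts, 60 with a narrower gate, and 30 and 19 without donor 3 or 4. Of the genes named here, those whose call ended with a donor left out were IL4R (1.54 without donor 4) and CD27 (-1.26 without donor 4). Other losses came without the donor block for IGHD, IGHM, IL4R, CD27, EPHA4, PCDH9, ACSM3 and SKAP1 and with a narrower gate for CD27.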

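Atypical-like B cells held more RNA of the inhibitory Fc receptor-like gene FCRL4, of ITGAX, which encodes CD11c, and of the IL-21 receptor gene IL21R than other B cells, and less of IGHD and of the complement receptor genes CR1 and CR2. FCRL4 (ENSG00000163518) was at 171 ± 91.3 CPM (SD, n = 4 donors) against 0.615 ± 0.664 CPM (log2 fold change 7.91, standard error 0.42, adjusted p = 4.99e-08, higher in 4 of 4 donors). ITGAX (ENSG00000140678) was at 134 ± 12.1 against 11.2 ± 4.59 CPM (log2 fold change 3.62, standard error 0.34, adjusted p = 1.17e-05, 4 of 4). IL21R (ENSG00000103522) was at 183 ± 24.4 against 28.5 ± 5.93 CPM (log2 fold change 2.69, standard error 0.25, adjusted p = 1.17e-05, 4 of 4). CR1 (-3.26), CR2 (-2.97) and IGHD (-2.36) were lower in 4 of 4 donors. Among antibodies, CD95, a death receptor (1.56, adjusted p = 0.00314), the costimulator CD86 (2.39), CD11c (2.02) and the transferrin receptor CD71 (2.17) bound more in 4 of 4 donors. TACI (0.17, adjusted p = 0.537, higher in 3 of 4) and IFNGR1 (0.32, 0.188, 4 of 4) did not pass, while IFNGR1 RNA rose by 1.56 (4 of 4). Of 6 interferon response genes, 4 were higher (5 higher and 0 lower when adjusted over the list alone), such as ISG15 (1.48) and GBP1 (1.72). Of 4 tested lymphoid stroma genes, 1 was higher (1 higher and 1 lower when adjusted over the list alone), TNFSF11, which encodes RANKL (4.04, 4 of 4). Of 12 early response genes, 6 were lower and 1 higher (2 higher and 7 lower when adjusted over the list alone). FCRL4 gave a UMI in 48.1% of 54 atypical-like and 0.354% of 1412 other B cells at medians of 12379.5 and 5925.5 UMIs, against none of 1398 mast-like cells, which allows up to 0.215%. After thinning to 2000 UMIs, which left out 0 and 42 cells, the shares were 14.8 and 0%, which allows up to 0.219%. The other B cells form clusters 6, 7, 10 and 12, which also carry the fibroblast marker set (mean z scores of 0.78 to 0.94), while the atypical-like cluster does not. What this does to the comparison was not tested. With 10 to 17 atypical-like cells per donor, 23 held-out genes were higher and 14 lower of 89, and 18 antibodies higher and 17 lower of 156. The antibody total of 35 was 18, 22 and 10 without donor 1, 2 or 3, 2 without the donor block and 6 in limma on DSB values. A single donor decided the calls of GBP1 (1.48 without donor 3). Calls were also lost without the donor block for CD95 antibody and CD71 antibody and with limma on DSB values for CD95 antibody, CD86 antibody, CD11c antibody and CD71 antibody.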

The full spectrum of B cell maturation was also annotated, encompassing naive B cells (*IGHD*^*+*^, *TCL1A*^+^, *IL4R*^*+*^, CD20^+^, CD27^*−*^ and CD38^*−*^), two populations of memory B cells (CD20^+^, CR1^+^, BAFF-R^+^ and CD38^−^) as well as atypical B cells (*FCRL4*^*+*^, *ITGAX*^*+*^, *IL21R*^*+*^, TACI^+^, CD95^+^ and IFNGR1^+^) (Fig. 6c). 

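In atypical-like B cells, RNA of EBI3, a subunit shared by IL-27 and IL-35, and of TRAF1, an adaptor of CD40 signalling, was higher than in other B cells. RGS13, which restrains chemokine signals in germinal centre B cells, LMO2, a germinal centre transcription factor, and the stress response regulator gene BHLHE40 were higher as well. EBI3 (ENSG00000105246) was at 101 ± 49.3 CPM (SD, n = 4 donors) against 31.9 ± 16.8 CPM (log2 fold change 1.76, standard error 0.37, adjusted p = 0.00681, higher in 4 of 4 donors). TRAF1 (ENSG00000056558) was at 403 ± 302 against 156 ± 111 CPM (log2 fold change 1.31, standard error 0.26, adjusted p = 0.00453, 4 of 4). RGS13 (ENSG00000127074) was at 85.7 ± 38.6 against 10.6 ± 6.30 CPM (log2 fold change 2.96, standard error 0.47, adjusted p = 0.000835, 4 of 4). LMO2 (1.96), HOPX (2.00), BHLHE40 (2.45) and MIR155HG (1.87) rose in 4 of 4 donors, while TRAF4 (0.96, adjusted p = 0.121, 3 of 4), BATF (1.1, 0.121, 3 of 4) and PARVB (0.69, 0.0810, 4 of 4) did not pass. Of 10 tested germinal centre genes of Fig. 6f, 7 were higher and none lower (10 higher and 0 lower when adjusted over the list alone). The study shows this list for these same samples, so this is not independent evidence. MKI67, a proliferation marker, gave a UMI in 5 of 54 atypical-like and 8 of 1412 other B cells, at medians of 12379.5 and 5925.5 UMIs, depths at which no order is read from these shares. Of 7 tested genes of class switching and somatic hypermutation, 1 was higher (1 higher and 0 lower when adjusted over the list alone), the mismatch repair gene MSH6 (1.27). Of 9 genes of the CD40 and NF-kB response, 3 were higher and 2 lower (3 higher and 2 lower when adjusted over the list alone), with the chemokine gene CCL22 (6.30) and NFKBIA (-0.92) among them. The call ended with a donor left out for EBI3 (1.25 without donor 3), MSH6 (1.11 without donor 3) and NFKBIA (-0.66 without donor 1, -0.89 without donor 3 and -0.94 without donor 4). It also ended without the donor block for TRAF1 and NFKBIA.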

The B atypical cluster contained cells with markers indicative of germinal center (GC) commitment, GC identity (*EBI3* and *TRAF1*) and class switch recombination (*AICDA*)^19,20^ (Fig. 6f). 

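Plasmablast-like cells held more RNA of the proliferation marker MKI67 and of TOP2A, the topoisomerase of dividing cells, than other plasma-like cells. They held more of 4 of 7 MHC class II genes, and less of SSR4, HERPUD1 and DNAJB9 of the secretory pathway. The cluster was named from other cycling genes, with which MKI67 and TOP2A move in any dividing cell. MKI67 (ENSG00000148773) was at 182 ± 44.6 CPM (SD, n = 3 donors) against 0.968 ± 0.306 CPM (log2 fold change 7.60, standard error 0.26, adjusted p = 1.12e-07, higher in 3 of 3 donors). TOP2A (ENSG00000131747) was at 144 ± 56.4 against 0.756 ± 0.294 CPM (log2 fold change 7.63, standard error 0.37, adjusted p = 4.81e-07, 3 of 3). MKI67 gave a UMI in 90.7% of 75 plasmablast-like and 1.21% of 5117 other plasma-like cells, and TOP2A in 81.3 and 1.05%, at medians of 33548 and 23966 UMIs, against 1.07 and 1.65% of mast-like cells, so the shares in other plasma-like cells read as background. Thinned to 2000 UMIs, leaving out 0 and 71 cells, the MKI67 shares were 26.7 and 0.0990%. Of 9 genes of class switching and somatic hypermutation, 6 were higher and none lower (7 higher and 0 lower when adjusted over the list alone). Of 7 MHC class II genes, 4 were higher (4 higher and 0 lower when adjusted over the list alone), such as HLA-DPB1 (2.38). Of 11 secretory pathway genes, 5 were lower and none higher (0 higher and 6 lower when adjusted over the list alone), such as DNAJB9 (-1.77), SSR4 (-1.73) and HERPUD1 (-1.52), each in 3 of 3 donors. All 12 early response genes were lower (0 higher and 12 lower when adjusted over the list alone), such as DUSP1 (-1.73). The light chain gene IGLC2 fell by 1.97 (adjusted p = 8.35e-05, 3 of 3). Antibodies to HLA-DR/DP/DQ (3.51), to HLA-DR (3.42) and to the B cell marker CD22 (1.94) bound more, while that to CR2, also on B cells, bound less (-1.19), each in 3 of 3 donors. The median doublet score was 0.600 in this cluster and 0.180 to 0.580 in the other plasma-like ones. With 2 times as many doublets removed, too few cells were left for a test. Antibodies to the integrins CD11a (2.28) and CD18 (2.00) bound more, and CD27 (-0.59, adjusted p = 0.0858, lower in 3 of 3) and CD38 (-1.33, 0.170, 3 of 3) did not pass. The test used 72 plasmablast-like cells of 3 donors, 18 to 29 each. Of 130 held-out genes 20 were higher and 26 lower, a total of 46 that was 24 without donor 3, 20 without donor 4 and 21 without the donor block, and of 156 antibodies 9 were higher and 6 lower, a total of 15 that was 24 without donor 3 and 0 in edgeR without donor 4 or without the block (20 and 14 at an unadjusted p under 0.05, and with all donors 23 with DESeq2). Without 1 donor, calls ended or moved for HLA-DPB1 (1.51 without donor 4, still past the threshold), IGLC2 (-1.94 without donor 4), HLA-DR/DP/DQ antibody (2.96 without donor 4), HLA-DR antibody (2.84 without donor 4), CD22 antibody (1.29 without donor 4), CR2 antibody (-1.23 without donor 4), CD11a antibody (2.06 without donor 4) and CD18 antibody (1.70 without donor 4). Under other settings they ended without the donor block and with limma on DSB values for HLA-DR/DP/DQ antibody, HLA-DR antibody, CD22 antibody, CR2 antibody, CD11a antibody and CD18 antibody, with limma on centred log-ratio values for HLA-DR/DP/DQ antibody, CD22 antibody and CR2 antibody, at a clustering resolution of 1.5 and with the listed genes left in the clustering for HLA-DR antibody, CD22 antibody and CR2 antibody and with DESeq2 for CR2 antibody.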

Plasma cells were clearly defined and included a portion of proliferating (*MKI67*^+^*TOPA2*^*+*^) plasmablasts (Fig. 6c and Extended Data Fig. 6b). Using spectral flow cytometry, we further confirmed the presence of naive/memory B cells and plasma cells. The majority of B cells were HLA-DR^+^ and 40–70% of plasma cells and memory B cells were IgG^+^. 

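Mature regulatory dendritic (mregDC)-like cells held more RNA of CCR7, the receptor for the T zone chemokines CCL19 and CCL21, of LAMP3, a lysosomal protein of mature dendritic cells, and of CD83, a maturation marker, than other dendritic-like cells. They also held more RNA of the chemokine CCL19 itself, of EBI3 and of the NF-kB subunit RELB, and less of the inflammatory genes TNF and CXCL2. CCR7 was at 908 ± 247 CPM (SD, n = 4 donors) against 30.5 ± 12.4 CPM (log2 fold change 4.91, standard error 0.24, adjusted p = 2.76e-06, higher in 4 of 4 donors). LAMP3 (ENSG00000078081) was at 1783 ± 318 against 97.6 ± 52.9 CPM (log2 fold change 4.30, standard error 0.33, adjusted p = 1.66e-05, 4 of 4). CD83 (ENSG00000112149) was at 3845 ± 229.8 against 1614 ± 200.4 CPM (log2 fold change 1.26, standard error 0.16, adjusted p = 0.000340, 4 of 4). The costimulator CD86 (ENSG00000114013) was at 1040.2 ± 413 against 589 ± 100.1 CPM (log2 fold change 0.75, standard error 0.24, adjusted p = 0.0499, 3 of 4). All 4 mregDC genes that the study names were higher (4 higher and 0 lower when adjusted over the list alone). This is not independent evidence, as the study names them for these same samples. Of 9 genes of the CD40 and NF-kB response, 4 were higher and 1 lower (5 higher and 2 lower when adjusted over the list alone), with EBI3 (4.23) and RELB (1.95) among those that rose. CCL19 (7.34), CD200 (5.96) and the interferon-induced GBP1 (2.94) were higher in 4 of 4 donors. Of 4 neutrophil recruitment genes 3 were lower (0 higher and 4 lower when adjusted over the list alone), such as CXCL2 (-2.16), and TNF fell by 3.1 (4 of 4). Of 12 early response genes, which tissue dissociation also induces, 3 were lower and none higher (1 higher and 7 lower when adjusted over the list alone). The CD86 antibody bound more to mregDC-like cells (log2 fold change 3.53, standard error 0.38, adjusted p = 0.00199, higher in 4 of 4), as did that to HLA-DR (1.98). In RNA, 2 of 7 MHC class II genes were lower and none higher (0 higher and 2 lower when adjusted over the list alone). The CD83 antibody did not pass (log2 fold change 1.00, standard error 0.32, adjusted p = 0.158, 4 of 4). LAMP3 gave a UMI in 98.0% of 51 mregDC-like and 29.8% of 332 other dendritic-like cells, and CCR7 in 94.1 and 17.5%, at medians of 16990 and 19103 UMIs, against 7.22 and 2.39% of 5180 plasma-like cells at 24070.5. Thinned to 2000 UMIs, leaving out 1, 7 and 68 cells, the LAMP3 shares were 84.0, 12.9 and 0.606%. With 12 to 13 mregDC-like cells per donor, 16 held-out genes were higher and 18 lower of 88 (22 called without donor 2 and as many without donor 3), and 6 antibodies higher and 1 lower of 156, a total of 7 that was 4 without donor 2, 11 without donor 4 and 1 without the donor block. Calls that ended with a donor left out were CD86 (0.66 without donor 1, 0.52 without donor 2 and 0.80 without donor 3). Other settings ended calls with DESeq2, without the filter on low counts, with ambient RNA subtracted and at a clustering resolution of 0.5 for CD86, without the donor block for CD86 and HLA-DR antibody, at a clustering resolution of 1.5 for CXCL2 and with limma on DSB values for CD86 antibody.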

Within the APC compartment, we confirmed the presence of mregDCs (*CCR7*^*+*^, *LAMP3*^*+*^, CD83^*+*^ and CD86^*+*^) and further defined dendritic cell populations (Fig. 6c and Extended Data Fig. 6c–e).

This approach additionally identified stromal cell subsets with the potential to support the TLS environment. Three subsets of fibroblasts expressed features defining fibroblast reticular cells, including *CXCL13* and PDPN. 

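CXCL13, the chemokine that draws B cells into follicles, was higher in 2 of 10 fibroblast-like clusters than in the other fibroblast-like cells. Cluster 1 also held more RNA of neutrophil chemokines and of PDPN, the podoplanin of reticular cells, whereas in cluster 4 some neutrophil recruitment genes were lower. CXCL13 was at 5450 ± 1005 CPM (SD, n = 4 donors) against 1474 ± 411 CPM in cluster 4 (log2 fold change 1.91, standard error 0.14, adjusted p = 0.000160, higher in 4 of 4 donors) and at 3195 ± 903 against 1557 ± 420.4 CPM in cluster 1 (log2 fold change 1.02, standard error 0.21, adjusted p = 0.00812, 4 of 4). It was lower in clusters 2, 3, 6, 8, 9 and 10, such as cluster 10 (-3.11), and did not pass in clusters 5 (0.08) and 7 (-0.45). PDPN (ENSG00000162493) was at 161 ± 20.1 against 59.5 ± 22.6 CPM in cluster 1 (log2 fold change 1.50, standard error 0.17, adjusted p = 0.000444, 4 of 4) and at 64.8 ± 15.6 against 83.9 ± 25.0 CPM in cluster 4 (log2 fold change -0.38, standard error 0.13, adjusted p = 0.114, higher in 1 of 4). The PDPN antibody bound more to cluster 1 (log2 fold change 1.19, standard error 0.21, adjusted p = 0.0342, 4 of 4), and in cluster 4 it was at 0.42 (adjusted p = 0.657, 4 of 4). Of 11 neutrophil recruitment genes, 10 were higher in cluster 1 (10 higher and 0 lower when adjusted over the list alone), such as CXCL1 (3.39), CXCL6 (4.27) and CXCL8 (4.01), and 6 were lower in cluster 4 (0 higher and 8 lower when adjusted over the list alone), such as CXCL8 (-3.26). Of 14 stromal genes that the study names, 9 were higher in cluster 1 (10 higher and 0 lower when adjusted over the list alone), and 4 were higher and 3 lower in cluster 4 (5 higher and 6 lower when adjusted over the list alone). The study reports these for cell classes of these same samples, so neither count is independent evidence. In cluster 1, 7 of 8 genes of the CD40 and NF-kB response were higher (7 higher and 0 lower when adjusted over the list alone), such as the adhesion gene ICAM1 (1.35), as were 6 of 11 secretory pathway genes (6 higher and 0 lower when adjusted over the list alone) and 9 of 12 early response genes (9 higher and 0 lower when adjusted over the list alone). CXCL13 gave a UMI in 82.1% of 861 cells of cluster 1 and 95.8% of 551 of cluster 4, at medians of 24636 and 21208 UMIs, against 13.3% of plasma-like cells. Thinned to 2000 UMIs, the shares were 64.3, 87.5 and 1.35%, leaving out 6, 1 and 68 cells. In the other 8 clusters CXCL13 gave a UMI in 27.7 to 76.0% of cells. Of 128 held-out genes, 52 were higher and 15 lower in cluster 1, and of 124, 19 and 18 in cluster 4. Of 156 antibodies, 9 were higher and 1 lower in cluster 1 and 0 passed in edgeR in cluster 4 (8 at an unadjusted p under 0.05). CXCL13 was higher in 4 clusters at a clustering resolution of 1.5 and in 1 without the donor block. A donor left out ended or moved the calls of PDPN antibody in cluster 1 (0.94 without donor 1, 1.24 without donor 3 and 1.11 without donor 4). Calls ended elsewhere without the donor block for CXCL13 in cluster 1, PDPN antibody in cluster 1 and CXCL8 in cluster 4 and with limma on DSB values and at most 10% mitochondrial UMIs for PDPN antibody in cluster 1.

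**Figure D4:**
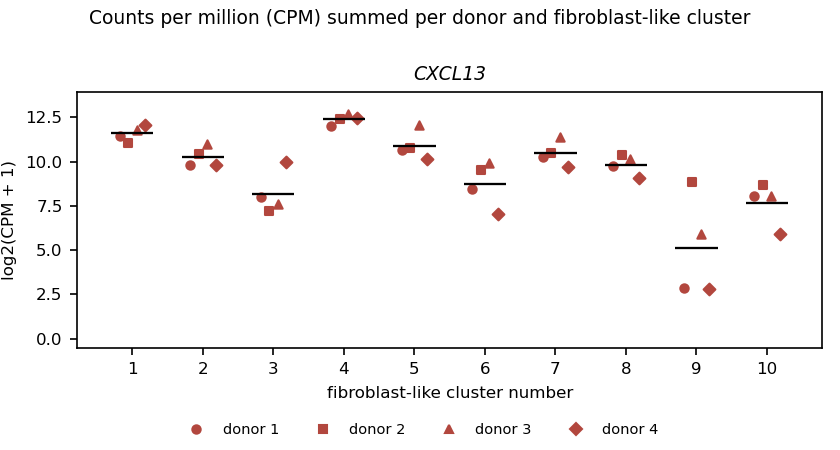
RNA level of CXCL13 by fibroblast-like cluster, as log2(CPM + 1). Points are donors and bars are means over 4 donors. Clusters 4 and 1 lie highest.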

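CCL19, the chemokine that guides CCR7-bearing T cells and dendritic cells, and VCAM1, an adhesion molecule for lymphocytes, were higher in fibroblast-like cluster 4 and in smooth muscle-like cluster 6 than in the other clusters of each kind. LTBR, the lymphotoxin receptor that drives reticular cell maturation, did not pass in either, but did in fibroblast-like cluster 1. Smooth muscle-like cluster 6 carries the fibroblast marker set, so whether its cells are smooth muscle cells is left open. In fibroblast-like cluster 6, looked up after the results were seen, CCL19 and VCAM1 were higher as well. Smooth muscle-like clusters 3 and 4 held more CCL19, while VCAM1 did not pass there. In fibroblast-like cluster 4, CCL19 (ENSG00000172724) was at 1583 ± 701 CPM (SD, n = 4 donors) against 310.1 ± 133 CPM (log2 fold change 2.36, standard error 0.10, adjusted p = 6.52e-06, higher in 4 of 4 donors). VCAM1 (ENSG00000162692) was at 206 ± 80.7 against 94.3 ± 49.8 CPM (log2 fold change 1.16, standard error 0.10, adjusted p = 0.000285, 4 of 4). LTBR (ENSG00000111321) was at 57.6 ± 8.30 against 49.2 ± 5.47 CPM (log2 fold change 0.21, standard error 0.09, adjusted p = 0.177, 4 of 4). In fibroblast-like cluster 1, LTBR rose by 0.28 (adjusted p = 0.0367, 4 of 4), while CCL19 was at -0.21 (adjusted p = 0.534). In fibroblast-like cluster 6 (505 cells, 58.8% with a UMI of CCL19), the log2 folds were 1.28 for CCL19 (adjusted p = 0.00573, 4 of 4) and 0.65 for VCAM1 (adjusted p = 0.0133, 4 of 4). Both calls were lost without the donor block, and that of VCAM1 without donor 3. Smooth muscle-like cluster 6 takes its name from its compartment. Among the clusters there it carries the fibroblast marker set (mean z score 0.89). Only cluster 2 carries the smooth muscle and pericyte set (0.76), so the lack of that set does not part cluster 6 from the rest. Cluster 6 shares the leading genes CD24 and LINC02384 with fibroblast-like cluster 4. In smooth muscle-like cluster 6, CCL19 was at 918 ± 131 CPM (SD, n = 3 donors) against 221 ± 33.0 CPM (log2 fold change 2.05, standard error 0.15, adjusted p = 5.40e-06, 3 of 3). VCAM1 was at 226 ± 105 against 39.8 ± 13.7 CPM (log2 fold change 2.47, standard error 0.15, adjusted p = 1.98e-06, 3 of 3). LTBR was at 62.9 ± 14.0 against 44.0 ± 7.78 CPM (log2 fold change 0.53, standard error 0.20, adjusted p = 0.102, 2 of 3), a call made without donor 2 (0.80). CCL19 rose by 0.83 in smooth muscle-like cluster 3 and by 1.35 in cluster 4, each in 3 of 3 donors, where VCAM1 was at -0.45 (adjusted p = 0.316) and -0.29 (0.581). The CD146 antibody did not pass in cluster 3 (-1.20, 0.156), 4 (-0.74, 0.798) or 6 (0.06, 0.891). Of 17 lymphoid stroma genes, 8 were higher and 1 lower in fibroblast-like cluster 4 (10 higher and 3 lower when adjusted over the list alone), such as TNFSF13B, which encodes BAFF (1.31), and of 14, 7 and 1 in smooth muscle-like cluster 6 (8 higher and 1 lower when adjusted over the list alone), such as RBP5 (2.95) and the BMP antagonist GREM1 (3.19). Extracellular matrix genes were higher in smooth muscle-like cluster 6 in 8 of 10 (8 higher and 1 lower when adjusted over the list alone), such as COL6A3 (1.91). Early response genes were higher in cluster 3 in 10 of 12 (10 higher and 0 lower when adjusted over the list alone) and lower in cluster 4 in 9 (0 higher and 10 lower when adjusted over the list alone). CCL19 gave a UMI in 67.2% of 551 cells of fibroblast-like cluster 4 and in 22.7, 24.7 and 46.9% of smooth muscle-like clusters 3, 4 and 6, at medians of 21208, 8242.5, 9474.5 and 20858 UMIs, against 3.65% of plasma-like cells. Thinned to 2000 UMIs the shares were 47.3, 16.3, 17.6 and 28.7% against 0.196%, leaving out 1, 0, 3, 1 and 68 cells. The smooth muscle-like tests used 3 donors and 126 cells of cluster 6. In cluster 6, 32 held-out genes were higher and 12 lower of 109, and 16 antibodies higher and 8 lower, while 0 antibodies passed in edgeR in clusters 3 and 4 (15 and 11 at an unadjusted p under 0.05). CCL19 was higher in 3 of 6 smooth muscle-like clusters, and in 1 without the donor block. From the RNA of these genes, the paper proposes that the gingiva holds stromal cells that resemble the reticular cells of lymph node T zones and of vessel walls. With a donor left out, calls ended or moved for LTBR in fibroblast-like cluster 1 (0.28 without donor 1, 0.30 without donor 2, 0.31 without donor 3 and 0.21 without donor 4), CCL19 in smooth muscle-like cluster 3 (0.67 without donor 1 and 0.72 without donor 2) and CCL19 in smooth muscle-like cluster 4 (0.63 without donor 1, still past the threshold). They ended under other settings without the donor block for CCL19 in fibroblast-like cluster 4, VCAM1 in fibroblast-like cluster 4, LTBR in fibroblast-like cluster 1, CCL19 in smooth muscle-like cluster 3, CCL19 in smooth muscle-like cluster 4 and TNFSF13B in fibroblast-like cluster 4, with DESeq2 for LTBR in fibroblast-like cluster 1 and CCL19 in smooth muscle-like cluster 4 and without the filter on low counts for LTBR in fibroblast-like cluster 1.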

Fibroblast 2 and smooth muscle cell 2 (SMC2) further expressed *CCL19*, *VCAM1* and *LTBR*, suggesting that T-zone reticular- and perivascular reticular-like cell populations reside within the gingiva^21^ (Fig. 6d). We further identified a vascular endothelial subset distinguished by *CSF3* and IFNGR1 expression and enriched in a gene signature associated with high endothelial venules (HEVs)^22^ (Fig. 6d and Extended Data Fig. 7b). 

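Endothelial-like cluster 6 held more RNA of CSF3, the growth factor G-CSF that raises neutrophil output, and of the interferon-gamma receptor gene IFNGR1 than the other blood endothelial-like cells. It also held more of the selectin gene SELE, of ACKR1, the chemokine-binding receptor of venules, and of FUT7 and ENPP2, which make selectin ligands and lysophosphatidic acid in high endothelial venules. Some interferon response and MHC class II genes were lower. CSF3 (ENSG00000108342) was at 247 ± 54.9 CPM (SD, n = 4 donors) against 40.4 ± 15.0 CPM (log2 fold change 2.68, standard error 0.11, adjusted p = 1.23e-07, higher in 4 of 4 donors), and in cluster 1, the only other of 10 clusters where it was higher, at 90.3 ± 35.7 against 59.1 ± 16.4 CPM (log2 fold change 0.63, standard error 0.14, adjusted p = 0.00694, 4 of 4). IFNGR1 (ENSG00000027697) RNA was at 118 ± 34.3 against 75.6 ± 7.71 CPM in cluster 6 (log2 fold change 0.60, standard error 0.10, adjusted p = 0.00155, 4 of 4) and its antibody rose by 0.66 (adjusted p = 0.0124, 4 of 4). In cluster 1 the RNA (0.16, 0.121) and the antibody (-0.10, 0.609) did not pass. SELE (1.38) and ACKR1 (0.78) were higher in cluster 6, and in cluster 1 as well (0.69 and 0.99), each in 4 of 4 donors. Of 17 tested high endothelial venule genes, 12 were higher and 1 lower in cluster 6 (13 higher and 2 lower when adjusted over the list alone). FUT7 (ENSG00000180549) was at 6.47 ± 1.67 against 0.409 ± 0.0529 CPM (log2 fold change 3.92, standard error 0.31, adjusted p = 5.76e-06, 4 of 4), ENPP2 (ENSG00000136960) rose by 2.66 and the carbohydrate extension enzyme gene B3GNT3 by 1.65, both in 4 of 4 donors. In cluster 1, 6 of 16 were higher and 3 lower (8 higher and 3 lower when adjusted over the list alone). Of 8 genes of the CD40 and NF-kB response, 6 were higher and 1 lower in cluster 6 (6 higher and 1 lower when adjusted over the list alone), such as TRAF1 (3.62). Of 12 interferon response genes 7 were lower (0 higher and 7 lower when adjusted over the list alone), such as IFIT3 (-1.91). Of 7 MHC class II genes, 4 were lower (0 higher and 5 lower when adjusted over the list alone), whereas in cluster 1 all 7 were higher (7 higher and 0 lower when adjusted over the list alone), such as HLA-DRA (1.12). CSF3 gave a UMI in 53.9% of 440 cells of cluster 6 and 29.0% of 954 of cluster 1, and FUT7 in 11.6% of cluster 6, at medians of 20742.5 and 14126 UMIs, against 1.95 and 0.309% of plasma-like cells. Thinned to 2000 UMIs, leaving out 0, 5 and 68 cells, the CSF3 shares were 22.0, 10.3 and 0.137%. In all, 32 held-out genes were higher and 30 lower of 122 in cluster 6, and 7 antibodies higher and 8 lower of 156. CSF3 was higher in 5 clusters at a clustering resolution of 1.5, in 1 without the donor block and in 1 without donor 2. The calls that ended or moved with a donor left out were those of CSF3 in cluster 1 (0.46 without donor 2) and IFNGR1 antibody in cluster 6 (0.68 without donor 2). Calls ended in addition without the donor block for CSF3 in cluster 1, IFNGR1 in cluster 6, IFNGR1 antibody in cluster 6, SELE in cluster 1 and HLA-DRA in cluster 1 and with limma on DSB values for IFNGR1 antibody in cluster 6.

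**Figure D5:**
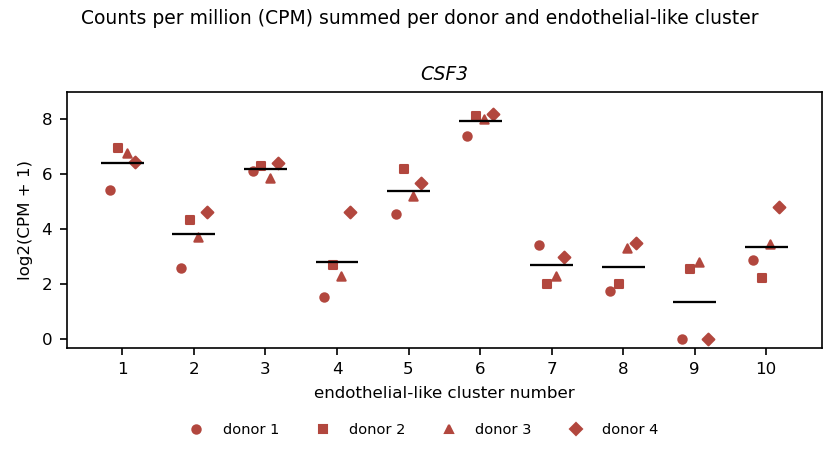
RNA level of CSF3 by blood endothelial-like cluster, as log2(CPM + 1). Points are donors and bars are means over 4 donors. Cluster 6 lies highest.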

The presence of HEVs was further confirmed by peripheral node addressin (PNAd) staining within lymphoid aggregates in periodontitis tissues (Fig. 6e).

To predict the spatial context for key TLS-related cell subsets in periodontitis identified in the CITE-seq data, we integrated the spatial and CITE-seq transcriptomic datasets. B cell populations and mregDCs showed high levels of alignment between approaches, whereas the CITE-seq defined CD4^+^ T_FH_ and CD4^+^ T_Freg_ clusters had the highest similarity with the T_H_ cells in proximity to B cell (T_H_.B) cluster identified with spatial transcriptomics (Fig. 6g). Spatial mapping of CITE-seq clusters demonstrated enrichment of TLS-related B cell, T cell and mregDC clusters within the T-B-APC niche, and plasmablasts within the plasma (Pl) and immune-stromal (Im-Str) niches (Fig. 6g–h).

Collectively, through an integrated multiomics approach, we identify unique immune zonation adjacent to the TAE preserved in health and disease, with formation of immature TLS structures (Fig. 6i) with the potential to support local antibody production in inflammatory disease.

## Discussion

Our work reveals insights into tissue-specific wiring of immunity at the TAE, a human mucosal barrier that is not only exposed to the outside environment but is endowed with an inherent ability for infection protection and for optimal wound healing despite constant injury. We thus deduce that lessons learned from this ‘healing-privileged’ mucosal site, are not only of interest toward understanding tissue-specific immunity but could provide insights that can conceivably be therapeutically leveraged for optimal barrier immune responsiveness at other tissues.

The TAE is indeed a particularly permeable and exposed barrier compartment within the oral cavity^23^. Within this specialized local epithelial niche, we uncover a unique transcriptome dominated by neutrophil chemoattractants and antimicrobial, acute phase and damage-related inflammatory proteins. Such an inflammatory signature is not typically encountered in healthy epithelia. Instead, it resembles the epithelial responses observed in inflammatory diseases such as psoriasis^24^ and IBD^25^ in skin and the gastrointestinal tract; however, how the local epithelial niche is conditioned toward inflammatory responsiveness is not completely understood^26,27^. It is conceivable that both the cell-intrinsic wiring of this odontogenic-origin barrier and/or local microbial triggers promote inflammatory responsiveness.

Consistent with the epithelial transcriptome, there is specific infiltration of neutrophils within the inter-epithelial junctions at this interface and in the immediate subepithelial space in both health and disease, with marked expansion in disease. Neutrophils are evident in regional vessels, transmigrating from the vascular space within the tissue and found through the intraepithelial junctions of the permeable TAE. The phenomenon of neutrophils exiting the healthy TAE into the oral cavity has long been recognized as a unique feature of the oral barrier^28,29^. In contrast to other barriers where neutrophil transmigration indicates infection or inflammation, neutrophils in the oral mucosa are broadly recognized to have homeostatic functions as patients with defects in neutrophil development and/or trafficking are highly susceptible to severe oral inflammation and periodontitis^30,31^. While health-associated neutrophils are clearly linked to barrier homeostasis, neutrophil expansion is associated with disease immunopathology in periodontitis, highlighting the importance of balanced neutrophil responses within this environment^32–34^. Whether specific neutrophil subsets^28,35^, location-specific responses or divergent tissue cues in health and disease are linked to the protective and pathogenic roles of neutrophils at this barrier remains largely unexplored and intriguing.

Beneath the immune-active epithelial-neutrophil zone, we document areas of adaptive immune activity formed by T, B and APC cells in both health and disease. It is conceivable that local APCs sample the microbiota and other antigens, present them locally to T cells, and induce T cell-specific immunity to local antigens. Of note, this distinctive immune zonation formed by epithelial/neutrophil border with an underlying lymphocyte–APC zone is preserved in both health and disease, suggesting preserved coordination of immune responsiveness at this barrier.

In untreated inflammatory disease, this distinct inflammatory compartmentalization is maintained with the addition of a zone of plasma cells intermixed with lymphoid aggregates further organized into structures indicative of immature TLSs. While these structures lack distinct T, B and GC zones, they contain necessary cellular components to generate a local adaptive immune response and local antibody production. Key cellular subsets defined include CD4^+^ T_FH_ and T_Freg_ cells, atypical/GC-like B cells, mregDC, plasma cells and plasmablasts, consistent with findings in other chronic inflammatory diseases^36^. Building upon findings from our previous single-cell oral mucosal atlas, which identified fibroblast subpopulations with immune functionality^13^, we describe stromal cells with location-specific transcriptomes suggesting their potential to support immune zonation and TLS formation. As such stromal cells (particularly fibroblasts) in the area just beneath the TAE express innate immune molecules and neutrophil chemoattractants related to the recruitment of neutrophils from the vasculature into the barrier. In deeper areas stromal cells (both fibroblasts and endothelial cells) express molecules related to the recruitment, retention and activation of immune cells, with increased expression of relevant ligand-pairs in the setting of inflammatory disease. Of interest, particularly fibroblasts within the T-B-APC niche expressed molecules associated with the development of TLSs, such as fibroblasts expressing *CXCL13*, *CCL19*, *VCAM1* and *LTBR*^37^. How health-associated T, B and APC clusters transform into TLS during the progression from health to disease cannot be dissected in a human study; however, stromal cell populations acting as lymphoid tissue organizer (LTo) cells may facilitate the transition from healthy to diseased oral mucosa. These LTo-like cells may integrate inflammatory signals to recruit and retain immune cells in subepithelial niches which eventually form immature TLSs and promote the conversion of T cells into T_FH_ cells^38,39^, ultimately supporting local antibody production. Indeed, the local presence of B cells with features of class switching^40^ combined with plasma and plasmablast aggregation, strongly suggests local antibody production occurs in the gingival mucosa, particularly in periodontitis. What remains unknown is both the specificity of these antibodies and the functionality of local antibody responses in both health and disease. Given the constant microbial stimulation and tissue injury at the gingiva, we speculate that antibody responses here are largely commensal-specific, serving to survey local microbiota^39^ and protect against invasive infection. Immune spatial organization has been shown to be more efficient than uniform distribution of immune cells in protection against bacterial dissemination in other organs such as the liver^41^. This process becomes increasingly important in the context of periodontitis, where the microbiome load is significantly higher^42^, and microbial translocation is increased^43^ conceivably participating in systemic disease triggering^44,45^. Whether this theoretically protective antibody response can contribute to local tissue destruction^46^ in periodontitis remains unclear. Moreover, while adaptive T cell-mediated immunity is strongly linked to inflammatory disease pathology in experimental periodontitis^47–50^, it is crucial to determine whether a TLS-mediated adaptive immune response, including local antibody production, protects the oral mucosal barrier or contributes to mucosal tissue destruction and bone resorption in periodontitis.

Dissecting the mechanisms that promote host–environment symbiosis versus inflammation at this barrier is critical toward preventing and/or treating the prevalent human inflammatory disease periodontitis and potentially circumventing its complex disease comorbidities^45^. Furthermore, understanding how tissue-specific immune responsiveness protects from invasive infection protection and promotes optimal wound healing can provide insights that can be leveraged for therapeutic interventions in diverse disease states.

## Methods

### Human participant and clinical study details

#### Human volunteer recruitment and ethics approval

Volunteers were prospectively recruited under an Institutional Review Board-approved clinical protocol at the National Institutes of Health (NIH) Clinical Center (ClinicalTrials.gov Identifier NCT01568697). Participants provided written consent for inclusion in the study. Participants were reimbursed for the inconvenience of study visits. All human samples and data were collected within the NIH Clinical Center and the NIH Intramural Program. Samples and data were collected for this study between 2021 and 2024.

All enrolled participants were systemically healthy adults, screened for lack of systemic comorbidities, excluding individuals with active malignancy, history of radiation to the head and neck region, chemotherapy or radiation within the last 5 years, history of hepatitis B/C or HIV infection, autoimmune diseases and diagnosis of diabetes and/or HbA1C > 6%. Additional exclusion criteria included ongoing pregnancy or lactation, >3 hospitalizations over the last 3 years and the use of any of the following within the last 3 months: systemic antibiotics, systemic, inhaled or intranasal corticosteroids or other immunosuppressants, cytokine therapy and/or large doses of pre/probiotic supplements. Use of tobacco products over the last 1 year (including electronic cigarettes) was also an exclusion criterion.

All study participants received a comprehensive oral examination, which included measurements of full mouth probing depth (PD), clinical attachment loss (CAL) and bleeding on probing (BOP) and panoramic radiography to determine periodontal status. All participants were screened for oral health, to exclude soft tissue lesions on the oral mucosa, active caries or acute periodontal/dental infections. Participants enrolled in the periodontitis group exhibited generalized inflammation (BOP > 10%), ≥4 interproximal sites with CAL ≥ 5 mm and radiographic bone loss. A total of 28 individuals met the inclusion criteria (Supplementary Table 1), consisting of 11 healthy individuals (all female; mean age 34.45 years) and 17 patients with periodontitis (7 female and 10 male; mean age 37.29 years).

#### Human gingiva biopsy collection

Oral biopsies of the gingiva were collected under local anesthesia from both healthy individuals and those with periodontitis. For the healthy group, biopsies were obtained from areas with no visible inflammation, no BOP and no radiographic evidence of bone loss. Periodontitis samples were collected from sites of active inflammation (BOP) and severe periodontal destruction (PD and CAL ≥ 5 mm). The exact orientation of each biopsy in relation to the tooth surface was recorded at collection and before processing. Biopsy materials that did not meet strict clinicopathologic criteria or had suboptimal orientation or tissue integrity were still included in the study but were excluded from direct quantitative comparisons between the health and periodontitis groups (Supplementary Table 1). Surgical tissue discards from periodontally involved sites obtained during periodontal surgeries were used for CITE-seq and spectral flow cytometry.

#### Human gingival sample preparation

Immediately following tissue acquisition, biopsy material was transferred to the laboratory, oriented and grossed into <2-mm pieces for processing according to the spatial transcriptomics (Xenium) and iterative immunostaining (IBEX) protocols. For Xenium, tissues were immersed in cryo-embedding compound (OCT) for 20 min in proper orientation at 25 °C followed by isopentane freezing. For IBEX, tissues were immersed in 1% paraformaldehyde for 72 h at 4 °C, followed by washing in 1× PBS and incubation in 30% sucrose at 4 °C overnight and were subsequently embedded in OCT.

Preparation of single-cell suspensions for CITE-seq and spectral flow cytometry was carried out as previously described^52^. In brief, tissue fragments were minced and digested using collagenase II (Worthington Biochemical Corporation) and DNase (Sigma) and dissociated with the gentleMACS Dissociator (Miltenyi). Cells were then passed through a 70-µm filter (Falcon, Corning), washed and counted (Cellometer Auto 2000, Nexcelom).

#### Spatial transcriptomics, Xenium (10x Genomics)

The 5-μm sections were placed on manufacturer-provided slides and stored at −80 °C for less than 4 weeks. Slides were then thawed for fixation, permeabilization and overnight probe hybridization followed by a post-hybridization wash, ligation, amplification, autofluorescence quenching and nuclei staining steps performed the next day. The Xenium analyzer workflow was initiated using a predesigned human multi-tissue panel (Human Multi-Tissue and Cancer) combined with a 76-plex custom probe panel (Supplementary Table 2). All steps were performed in accordance with manufacturer guidelines.

#### Human oral tissue iterative immunostaining, IBEX

The IBEX protocol was performed as previously described^53^ with minor modifications. In brief, 5-μm fixed-frozen tissue sections were placed directly onto a 25-mm round cover glass coated with 20 μl of chrome alum gelatin (Newcomer Supply). The cover glass was then adhered using low toxicity silicone elastomer material (World Precision Instruments) into a custom three-dimensional (3D) printed (Ultimaker3) chamber that allowed for consistent placement in the microscope stage insert. The chamber with the tissue sections was left to dry at room temperature inside a hood overnight. Sections were rehydrated with 1× PBS at room temperature for 5 min and blocked with 0.22 μm filtered 1× PBS containing 0.3% Triton-X-100 (VWR Life Sciences), 1% BSA (Sigma), 1% human Fc block (BD Biosciences) and 0.02% Hoechst (Biotium) at 37 °C for 1 h. Primary antibodies were incubated overnight at 4 °C, followed by secondary antibody incubation at 37 °C for 1 h, if applicable (Supplementary Table 3). The following antibodies were used: CK19 (unconjugated, mouse IgG2a, clone A53-B/A2; BioLegend 628502; 1:100 dilution), MCT (unconjugated, mouse IgG1, clone AA1; Dako M7052; 1:200 dilution), CK5 (unconjugated, guinea pig polyclonal; LS-Bio LS-C22715; 1:200 dilution), MPO (unconjugated, rabbit polyclonal; Abcam ab9535; 1:100 dilution), CD31-AF488 (mouse IgG1, clone WM59; BioLegend 303109; 1:50 dilution), Pan-CK-eF570 (mouse IgG1, clone AE1/AE3; Thermo Fisher 41-9003-80; 1:50 dilution), CD4-AF647 (mouse IgG1, clone RPA-T4; BioLegend 300523; 1:100 dilution), CD68-AF488 (mouse IgG2b, clone Y1/82A; BioLegend 333811; 1:100 dilution, not used in downstream analysis due to inconsistent quality), Ki67–eF570 (mouse IgG1, clone SolA15; Thermo Fisher 41-5698-80; 1:100 dilution), CD8α-F488 (mouse IgG1, clone RPA-T8; BioLegend 301024; 1:100 dilution), CD3-F594 (mouse IgG1, clone UCHT1; Caprico 1053134; 1:100 dilution), Thy1-AF647 (mouse IgG1, clone 5E10; BioLegend 328115; 1:100 dilution), S100A8/A9-AF488 (mouse IgG2a, clone 900028; R&D IC9337G; 1:100 dilution), α-SMA-eF570 (mouse IgG2a, clone 1A4; Thermo Fisher 41-9760-80; 1:100 dilution), CD45–iF594 (mouse IgG1, clone F10-89-4; Caprico 1016134; 1:100 dilution), CD138-AF647 (mouse IgG1, clone Syndecan-1; BioLegend 356523; 1:200 dilution), CD20-AF488 (mouse IgG2a, clone L26; Thermo Fisher 53-0202-82; 1:50 dilution), Vimentin–AF594 (mouse IgG2a, clone O91D3; BioLegend 677804; 1:600 dilution), HLA-DR-AF647 (mouse IgG2a, clone L243; BioLegend 307621; 4 °C O/N, 1:100 dilution), goat anti-mouse IgG2a AF488 (Thermo Fisher A21131; 1:500 dilution), goat anti-mouse IgG1AF555 (Thermo Fisher A21127; 1:500 dilution), goat anti-guinea pig AF647 (Thermo Fisher A21450; 1:500 dilution), goat anti-mouse IgG2b AF488 (Thermo Fisher A21141; 1:500 dilution) and donkey anti-rabbit AF647 (Jackson ImmunoResearch 711-606-152; 1:500 dilution).

Sections were equilibrated and imaged in water-soluble medium (Fluoromount G, Southern Biotech). Following image acquisition, the mounting medium was thoroughly washed off, fluorophore bleaching was performed using 1 mg ml^−1^ LiBH₄ (STREM Chemicals) diluted in dH_2_O for 30 min, and additional cycles of blocking and staining were performed. In subsequent cycles using the same isotypes as a previous indirectly labeled antibody, an additional blocking step was performed with highly concentrated (1:20 dilution) isotype controls for 1 h at 37 °C to block nonspecific antibody binding.

For visualization of HEVs, single cycle three-color immunofluorescence staining was carried out with 5-μm fixed-frozen sections placed on standard histology slides (Daigger Scientific) labeled with AF647-PNAd (clone MECA-79), iFluor594-CD3 (clone UCHT1) and AF488-CD31 (clone WM59).

#### IBEX image acquisition

IBEX images were acquired with a white-light laser confocal microscopy (Leica SP8) with a spectral output range between 470 nm and 670 nm equipped with an additional 405-nm laser line as well as three PMT and two HyD detectors. Images were acquired with a ×20 objective (0.75 NA). Pixel dimensions were 0.444 × 0.444 μm with a 16-bit depth. Sequential imaging between lines and bidirectional imaging were enabled. A *z*-stack containing the brightest slice (*z*-step range, 0.6–1.3 μm) was obtained. Raw outputs were then launched in LAS X software and the *z* slice that had the highest signal to noise ratio for all channels was selected and cropped to generate a two-dimensional image for all cycles of each sample. Huygens v.23.04 (Scientific Volume Imaging, http://svi.nl) was used for stitching of multi-tile images. Using Imaris File Converter, multichannel files from each channel were then converted to Imaris format, renamed with XTConfigureChannelSettings and registered based on Hoechst with XTRegisterSameChannel^54^.

#### IBEX image pre-processing and object-based segmentation

Registered multichannel images, were processed automatically in Fiji^55^. First, tissue areas that were partially unregistered or detached in any cycle were removed from all channels and all cycles via automated selection of nonoverlapping Hoechst masks in addition to manual exclusion of gross unregistered areas. Then, each individual channel was selected and processed with median filter, background subtraction, thresholding and small object elimination. For small object elimination, a mask that included positive pixels (above threshold) but also eliminated small objects for each channel (smaller than the minimum truly positive cell) was generated using the ‘Analyze Particles’ function. The mask region of interest (ROI) was superimposed to the original image and every signal outside of this ROI was removed from the channel of interest. All parameters were selected individually for each channel and kept constant across all samples and experimental batches.

For object-based segmentation, we used a combination of Fiji, Ilastik^56^ and Cellprofiler^57^. In brief, two-channel images were generated in Fiji, with the nuclei channel derived from the final cycle Hoechst channel and the cell border channel created from a composite of all membrane and cytoplasmic markers using unprocessed images (SimpleITK registration output). The two-channel stacks were then imported in Ilastik where a pixel classification project was created. Training was performed based on all samples until the probability maps for nuclei, cell borders and background were histologically accurate, and the uncertain regions were minimal. Ilastik outputs were then imported to CellProfiler to generate the segmentation masks which were used for the subsequent analysis.

#### IBEX cell phenotyping

Per-channel protein intensities were quantified at the single-cell level using MCQuant^58^ and clustering was performed using scimap^59^, with intensity values scaled via the ‘rescale’ function and automatic gating applied using a Gaussian mixture model. Initial clustering was carried out using the ‘phenotype_cells’ function with user-defined marker combinations, followed by subclustering within each phenotype using the *k*-means algorithm. When appropriate, clustering was restricted to a subset of relevant markers. For more accurate clustering of epithelial subregions, pathologist annotations were incorporated using the ‘addROI_image’ tool.

#### Xenium data processing and analysis

All default Xenium segmentation outputs were re-segmented using the command ‘resegment’ with an expansion distance set to 0 within the Xenium Ranger software. Xenium regions containing more than one tissue section were cropped using a custom function, such that each resulting region contained a single tissue section. In brief, a region of interest was drawn by hand in Xenium Explorer, and the region coordinates were exported as a comma-separated value file. These coordinates were used to modify the relevant raw Xenium data (cell_boundaries.csv, cells.csv, transcripts.csv and barcodes.csv) to include only coordinates within the region of interest.

Individual sections were merged into a single Seurat^60^ object, preserving section-specific metadata. This object was then split into individual layers representing each region. Individual regions underwent normalization followed by standard dimensionality reduction (Seurat functions: NormalizeData, FindVariableFeatures, ScaleData and RunPCA). Integration of all sections was performed using ‘IntegrateLayers’ using the RPCAIntegration method. Clustering and cluster marker genes were performed using Seurat functions (FindNeighbors, FindClusters and FindAllMarkers). Cells lacking distinct gene expression, or gene expression inconsistent with known cell types, were labeled ‘unknown’ and removed from analysis. Seurat objects were converted to AnnData format for further analysis.

#### Neighborhood analysis for IBEX and Xenium datasets

Spatial niche analysis was performed using the ‘spatial_expression’ tool from scimap to generate weighted neighborhood matrices for both the IBEX and Xenium datasets. Neighborhoods were defined using a *k*-nearest neighbors (*k-*NN) approach. The resulting neighborhood expression matrices were then analyzed with the ‘spatial_cluster’ tool, using *k*-means clustering as the dimensionality reduction method. A gradient of neighborhood sizes (number of nearest neighbors) and a range of cluster numbers (*k*) were applied iteratively to optimize niche resolution. For final clustering, 30 nearest neighbors were used for IBEX and 50 for Xenium, reflecting differences in tissue architecture and spatial resolution. When necessary, niche clusters were manually merged based on shared cell-type composition and histologic context.

#### Spatial proximity analysis of immune niches to TAE

To assess the spatial proximity of immune cell niches to the TAE niche, a custom Python script was used, utilizing scikit-learn for pairwise Euclidean distance calculations between cells based on their *X* and *Y* centroids. The analysis was restricted to sections with ≥200 TAE cells to ensure robust results. Pairwise distances were calculated between TAE and immune cells. A maximum distance threshold of 3,000-pixel units was applied to account for variation in section size and to exclude distant areas that appeared only in larger sections. For each image and niche, the analysis quantified (1) the number of immune cells within the 3,000-unit threshold and (2) the average distance between TAE and immune niche cells.

#### CITE-seq

Single-cell preparations of between 5 × 10^4^ and 5 × 10^5^ single cells from periodontitis samples were stained individually with TotalSeq-A Human Universal Cocktail, v.1.0 (BioLegend) as per the manufacturer’s protocol (Supplementary Table 4). The 1.7 × 10^4^ stained cells were then loaded with the reverse transcription mix on the Chromium chip G and partitioned into single cells in gel beads-in-emulsion (GEMs) using the 10x Genomics Chromium Next GEM Single Cell 3’ kit v3.1, as per the manufacturer’s instructions (10x Genomics). Complementary DNA amplification and ADT libraries were prepared as per instructions from BioLegend, and gene expression libraries were made as per the 10x Genomics protocol. All amplification steps were performed in an Applied Biosystems Instruments Veriti 96-well thermal cycler. Quality and quantity of the libraries were assessed using TapeStation (Agilent) and a Qubit fluorometer (Thermo Fisher). Libraries were pooled at a concentration of 2 nM and sequenced on an Illumina platform (NextSeq 2000, Illumina) using the read lengths as read 1, 28 bp; index 1, 10 bp; index 2, 10 bp; and read 2, 90 bp.

Processing of CITE-seq data was performed in R using DecontX to correct for ambient RNA, DSB to normalize and denoise ADT counts and DoubletFinder to remove putative doublets. Seurat was used for data normalization, determination of variable features, data scaling and principal component analysis (PCA). RPCA integration was performed on RNA and ADT assays and a WNN graph was created using the Seurat FindMultiModalNeighbors. General cell types were identified using FindClusters and FindAllMarkers functions before subsetting the integrated data by cell type. Variable feature identification, scaling, PCA, RPCA integration and WNN graph creation were then performed within each cell type to identify cell type subsets.

#### Spectral flow cytometry

Freshly isolated oral tissue samples yielding between 7 × 10^5^ and 2 × 10^6^ single cells were processed for flow cytometric analysis using a 36-color panel (Supplementary Table 5). Samples were first stained with Live/Dead reagent for 15 min at 25 °C, washed and incubated with Fc block for 10 min at 25 °C. Cells were next incubated with a pool of six panel antibodies for 10 min at 25 °C: CCR5, CCR6, CCR7, CXCR3, CXCR5 and TCRgd. A pool of all remaining panel antibodies was then added and samples incubated for additional 30 min at 25 °C. Following this, cells were washed and fixed with 1% paraformaldehyde for 10 min at 25 °C. Acquisition was conducted using a Cytek Aurora with spectral unmixing and autofluorescence extraction using SpectroFlo software. For unmixing, single color reference controls were used of each antibody staining beads (UltraComp eBeads Plus, Thermo Fisher) and viability dye staining in a mixture of live and heat-killed peripheral blood mononuclear cells. For autofluorescence extraction, controls of unstained matching oral tissue sample were used. Data analysis was performed in FlowJo.

#### CITE-seq and Xenium integration for spatial imputation of cluster identities

Computational integration between CITE-seq and Xenium data was performed to spatially impute fine-grained cluster identities from CITE-seq into Xenium samples. In brief, the CITE-seq Seurat objects were converted to AnnData format. Xenium and CITE-seq AnnData objects were subset into broad cellular compartments (epithelial, stromal and immune) and each compartment was processed independently. Each dataset was concatenated, scaled and underwent PCA, followed by batch correction using the ‘scanpy.external.pp.harmony_integrate’ function. Cell-type labels from CITE-seq were then transferred to Xenium using *k*-NN classification based on the harmonized PCA embeddings. Finally, the integrated epithelial, stromal and immune datasets were merged into a single AnnData object for downstream analysis.

#### Barrier epithelial cell cross-organ integration and reanalysis

Gingival epithelial cells from the human oral single-cell atlas^13^ were integrated with epithelial cells from the Xenium dataset for label transfer from the Xenium to the single-cell dataset. Label-transferred epithelial cells from healthy gingiva were then concatenated with epithelial cells from the Tabula Sapiens reference atlas^17^ for cross-organ comparison. The merged dataset was then normalized, log-transformed and reduced to the top 2,000 highly variable genes. Data rescaling and PCA were performed, followed by batch correction using ‘scanpy.external.pp.harmony_integrate’. For cross-organ comparison, the integrated dataset was further filtered to include only epithelial cells from mucosal barrier tissues (oral mucosa, gastrointestinal tract and lung), while excluding nonbarrier epithelial subsets, such as secretory or neuroendocrine cells. The top 30 defining genes for each organ were submitted to Enrichr^51^ to identify the most enriched Gene Ontologies specific to each mucosal barrier tissue.

#### Bacterial FISH and immunofluorescence labeling on human gingival tissues

FISH was performed using eubacterial FISH probe (GCTGCCTCCCGTAGGAGT) conjugated to rhodamine-red X fluorophore (Integrated DNA Technologies) on 5-μm fixed-frozen sections. Hybridization was carried out at 46 °C O/N in hybridization buffer (0.09 M NaCl, 0.02 M Tris, pH 7.5, 0.01% SDS and 20% formamide) and 2 µM EUB probe. Slides were washed in wash buffer 1 (0.09 M NaCl, 0.02 M Tris, pH 7.5, 0.01% SDS and 20% formamide) for 15 min at 48 °C followed by three washes in wash buffer 2 (0.09 M NaCl, 0.02 M Tris, pH 7.5 and 0.01% SDS) for 15 min at 48 °C. Slides were dehydrated in an ethanol series before proceeding to immunofluorescence labeling. For CK19 immunofluorescence labeling, the sections were permeabilized for 10 min with PBS containing 0.1 % Tween 20. Followed by three PBS washes. To block nonspecific binding of antibody, sections were incubated with 1% BSA, 22.52 mg ml^−1^ glycine in PBST for 30 min. Sections were then incubated in the diluted (1:100) primary antibody (clone A53-B/A2) for 1 h at 25 °C. The slides were washed three times for 5 min each with PBS. The sections were further incubated with the anti-mouse IgG2a conjugated to AF488 (1:100) for 1 h in the dark. The slides were washed three times for 5 min each with PBS. The sections were then counter stained with 3.0 μg ml^−1^ 4,6-diamidino-2-phenylindole (DAPI) for 5 min and rinsed with PBS. The slides were mounted in Prolong Gold antifade medium (Thermo Fisher) and allowed to cure for at least 24 h before imaging.

Images were acquired using the LSM 980 confocal microscope (Carl Zeiss). The spectral images were acquired with the Plan-Apochromat ×20/0.8 NA for a full tile image of the entire tissue field of view and Plan-Apochromat ×63/1.4 NA for hi-res of regions of interest. The 24-channel spectral images were acquired by simultaneous excitation with 488 nm and 561 nm lasers and signals collected from 490–695 nm. The 405 nm laser was used independently to image DAPI in a separate image. The 3D z-stack images were acquired with 7–9 z-planes up to a thickness of 7 μm. Spectral unmixing was performed in Zenv v.3.6 and image brightness and contrast were adjusted for each unmixed channel separately in Fiji ImageJ v.1.54F.

#### Statistics and reproducibility

No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to or exceed those reported in previous publications^13,17,43^. Unless otherwise indicated, statistical comparisons were performed using nonparametric tests, as the datasets did not meet the assumptions of normality required for parametric testing. Normality and equal variance were not formally tested.

All selected photomicrographs are representative of spatial patterns reproducibly observed across all appropriately oriented samples and experimental batches (spatial proteomics, *n* = 8 (oral health) and *n* = 8 (periodontitis) participants across three independent experiments; spatial transcriptomics, *n* = 8 (oral health) and *n* = 11 (periodontitis) participants across two independent experiments).

Data collection and analysis were not performed blind to the conditions of the experiments, but analysis was performed using automated and unsupervised methods. No subjective input influenced the analysis outputs. No randomization occurred during sample collection or analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-025-02398-y.

## Supplementary information

Reporting Summary

Supplementary Table 1 Human participant metadata.

Supplementary Table 2 Xenium gene list.

Supplementary Table 3 IBEX cycles.

Supplementary Table 4 Total_Seq_Cocktail.

Supplementary Table 5 Spectral_flow_panel.

## Source data

Source Data Fig. 1 Numerical source data.

Source Data Fig. 2 Numerical source data.

Source Data Fig. 3 Numerical source data.

Source Data Fig. 4 Numerical source data.

Source Data Fig. 5 Numerical source data.

Source Data Fig. 6 Numerical source data.

Source Data Extended Fig. 1 Numerical source data.

Source Data Extended Fig. 2 Numerical source data.

Source Data Extended Fig. 3 Numerical source data.

Source Data Extended Fig. 4 Numerical source data.

Source Data Extended Fig. 5 Numerical source data.

Source Data Extended Fig. 6 Numerical source data.

Source Data Extended Fig. 7 Numerical source data.

## Data Availability

Raw and processed CITE-seq datasets have been deposited in the NCBI Gene Expression Omnibus database under accession code GSE296447. Xenium and IBEX raw datasets have been deposited in Harvard Dataverse and can be accessed at 10.7910/DVN/3PFU0D and 10.7910/DVN/F2ICVP. Source data are provided with this paper.

# Supplementary material for: Distinct spatial organization governs oral mucosal immunity
**Source:** Nat Immunol. 2026 Feb 9;27(3):624–35. doi: 10.1038/s41590-025-02398-y
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For spatial proteomic data acquisition, Leica SP8 confocal microscope with a spectral output range between 470nm and 670nm equipped with an additional 405nm laser line as well as 3 PMT and 2 HyD detectors. Images were collected with LAS X software.<br>For the spatial transcriptomics, data were acquired in Xenium Analyzer equipped with the Xenium Explorer 2.0 software.<br>Spectral flow cytometry data were collected in Cytex Aurora using SpectroFlo software.<br>Citeseq libraries were generated using the 10X Genomics Chromium Next GEM Single Cell 3' Kit v3.1 Sequencing was performed on an Illumina NextSeq 2000 system.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data analysis   | For spatial proteomic data processing the following tools were used: LAS X v3.7.4(brightest section selection), Huygens v23.04 (image stitching), Imaris File Converter v9.5 (file conversion to imaris format), SimpleITK toolkits XTConfigureChannelSettings (channel renaming) and XTRegisterSameChannel (image registration), ImageJ v1.54p (removal of detached areas, automated channel processing and area calculation), Ilastik 1.4.0 (probability map generation) and Cellprofiler v4.2.1 (cell segmentation).<br>Spatial transcriptomic data analysis was conducted in R v 4.3.1 with Seurat 5.0.1, as well as in Python v3.8.17 with scimap v1.3.1, scanpy v1.9.1, scikit-learn v1.3.0, scipy v1.9.1, anndata v0.9.2, pandas v1.5.3, seaborn 0.11.2, numpy v1.22.4.<br>Spatial proteomic data analysis was performed in Python v3.8.17 using scimap v1.3.1, scanpy v1.9.1, scikit-learn v1.3.0, scipy v1.9.1, anndata v0.9.2, pandas v1.5.3, seaborn 0.11.2, numpy v1.22.4.<br>CITE-seq analysis was performed using the R platform (4.4.3) with R Studio (2023.12.1+402), Seurat (5.2), and tidyverse (2.0.0)<br>Integration between different datasets was conducted in Python v3.10.16 using scanpy v1.10.4.<br>Images were generated using ImageJ v1.54p, matplotlib v3.10.0, ggplot2 v3.5.0, and Adobe Illustrator v29.5.1. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed CITE-seq datasets have been deposited in the NCBI GEO database under accession GSE296447 and can be accessed via the following link: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE296447>. Xenium and IBEX raw datasets have been deposited in Harvard Dataverse and can be accessed via the following links: <https://doi.org/10.7910/DVN/3PFU0D> and <https://doi.org/10.7910/DVN/F2ICVP>

Code to reproduce findings in this manuscript is available on Github and may be accessed here: <https://github.com/dwilliamsLab/gingiva-2025>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Information on sex (self reporting ) for all participants is located in Supplemental Table 1. Information on gender not gathered/reported                                                                                                                                                                                                                                                                                                  |
| Reporting on race, ethnicity, or other socially relevant groupings | Reporting on race for all participants (based on self reporting) can be found in Supplemental Table 1.                                                                                                                                                                                                                                                                                                                                     |
| Population characteristics                                         | While demographic information is captured (age, sex, race) study sample numbers do not allow for sub classification of the population based on these variables. Main variable by which study cohort was categorized is oral health versus severe periodontal disease (based on comprehensive clinical evaluation).                                                                                                                         |
| Recruitment                                                        | Participant recruitment included self referral (for healthy subjects) and self referral as well as practitioner referral for cases of severe untreated periodontal disease. Broad dissemination of recruitment flyers (through social media outlets and NIH patient services) aimed to reduce bias in selection - particularly of healthy volunteers. Patient volunteer recruitment relied more heavily on dentist/practitioner referrals. |
| Ethics oversight                                                   | Office of Human Subjects Research Protection (OHSRP), Intramural program of the NIH                                                                                                                                                                                                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on feasibility, data quality, and the technical limitations of high-dimensional spatial omics approaches. A total of 28 human subjects (17 periodontitis and 11 healthy) were included. The chosen sample size exceeds those used in comparable published studies and can be sufficient for generating meaningful insights in exploratory multi-omic tissue studies.                                                                                        |
| Data exclusions | Exclusion criteria of individual samples for the spatial transcriptomic and proteomic analysis are detailed in supplementary table 1.                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | Spatial proteomics experiments were conducted in three independent experimental batches, each containing a balanced and randomly assigned representation of healthy and periodontitis samples to minimize batch-related bias. Spatial transcriptomics was performed in two batches using an automated workflow following the manufacturer's (10x Genomics) recommended protocol. Results were consistent across batches for both spatial proteomics and spatial transcriptomics experiments. |
| Randomization   | Samples were randomly assigned to experimental batches to ensure equal representation of healthy and periodontitis groups across batches. No other randomization was applicable.                                                                                                                                                                                                                                                                                                             |
| Blinding        | Data analysis was fully automated and unsupervised; all computational tools operated without access to the human subject condition. No subjective input influenced the analysis outputs.                                                                                                                                                                                                                                                                                                     |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

- n/a ☐ Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☒ ☐ Animals and other organisms
- ☐ ☒ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

## Methods

- n/a ☐ Involved in the study
- ☒ ☐ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

### Antibodies used

Spatial proteomics antibodies (Supplementary Table 3)

CK19 [unconjugated - mouse IgG2a, clone A53-B/A2; BioLegend 628502; 4°C O/N, 1:100], MCT [unconjugated - mouse IgG1, clone AA1; Dako M7052; 4°C O/N, 1:200], CK5 [unconjugated - guinea pig polyclonal; LS-Bio LS-C22715; 4°C O/N, 1:200], MPO [unconjugated - rabbit polyclonal; Abcam ab9535; 4°C O/N, 1:100], CD31-AF488 [mouse IgG1, clone WM59; BioLegend 303109; 4°C O/N, 1:50], Pan-CK-eF570 [mouse IgG1, clone AE1/AE3; ThermoFisher 41-9003-80; 4°C O/N, 1:50], CD4-AF647 [mouse IgG1, clone RPA-T4; BioLegend 300523; 4°C O/N, 1:100], CD68-AF488 [mouse IgG2b, clone Y1/82A; BioLegend 333811; 4°C O/N, 1:100], Ki-67-eF570 [mouse IgG1, clone SolA15; ThermoFisher 41-5698-80; 4°C O/N, 1:100], CD8α-F488 [mouse IgG1, clone RPA-T8; BioLegend 301024; 4°C O/N, 1:100], CD3-F594 [mouse IgG1, clone UCHT1; Caprico 1053134; 4°C O/N, 1:100], Thy1-AF647 [mouse IgG1, clone 5E10; BioLegend 328115; 4°C O/N, 1:100], S100A8/A9-AF488 [mouse IgG2a, clone 900028; R&D IC9337G; 4°C O/N, 1:100], α-SMA-eF570 [mouse IgG2a, clone 1A4; ThermoFisher 41-9760-80; 4°C O/N, 1:100], CD45-iF594 [mouse IgG1, clone F10-89-4; Caprico 1016134; 4°C O/N, 1:100], CD138-AF647 [mouse IgG1, clone Syndecan-1; BioLegend 356523; 4°C O/N, 1:200], CD20-AF488 [mouse IgG2a, clone L26; ThermoFisher 53-0202-82; 4°C O/N, 1:50], Vimentin-AF594 [mouse IgG2a, clone O91D3; BioLegend 677804; 4°C O/N, 1:600], HLA-DR-AF647 [mouse IgG2a, clone L243; BioLegend 307621; 4°C O/N, 1:100], Goat anti-mouse IgG2a AF488 [(ThermoFisher A21131); 1 h, 37°C, 1:500], Goat anti-mouse IgG1AF555 [(ThermoFisher A21127); 1 h, 37°C, 1:500], Goat anti-guinea pig AF647 [(ThermoFisher A21450); 1 h, 37°C, 1:500], Goat anti-mouse IgG2b AF488 [(ThermoFisher A21141); 1 h, 37°C, 1:500], Donkey anti-rabbit AF647 [(Jackson ImmunoResearch 711-606-152); 1 h, 37°C, 1:500]

Spectral flow cytometry antibodies (Supplementary Table 5)

CD45RA-BUV395 [clone 5H9; BD 740315], CD16-BUV496 [clone 3G8; BD 612944], CCR5-BUV563 [clone 2D7/CCR5; BD 741401], CD11c-BUV661 [clone B-Ly6; BD 612967], C D56-BUV737 [clone NCAM16.2; BD 612766], CD8-BUV805 [clone SK1; BD 612889], Viability-LIVE/DEAD Blue [Thermo L34962], CCR7 (CD197)-BV421 [clone G043H7; BioLegend 353208], CD123-Super Bright 436 [clone 6H6; Thermo 62-1239-42], CD161-eFluor450 [clone HP-3G10; Thermo 48-1619-42], IgD-BV480 [clone IA6-2; BD 566138], CD3-BV510 [clone SK7; BioLegend 344828], CD20-Pacific Orange [clone HI47; Thermo MHCD2030], IgM-BV570 [clone MHM-88; BioLegend 314517], IgG-BV605 [clone G18-145; BD 563246], CD28-BV650 [clone CD28.2; BioLegend 302946], CCR6 (CD196)-BV711 [clone G034E3; BioLegend 353436], CXCR5 (CD185)-BV750 [clone RF8B2; BD 747111], PD-1 (CD279)-BV785 [clone EH12.2H7; BioLegend 329929], CD15-BB515 [clone HI98; BD 565236], CD57-FITC [clone HNK-1; BioLegend 359604], CD14-Spark Blue 550 [clone 63D3; BioLegend 367148], CD45-PerCP [clone H130; Thermo MHCD4531], CD11b-PerCP-Cy5.5 [clone ICRF44; BioLegend 301328], TCRγδ-PerCP-eFluor710 [clone B1.1; Thermo 46-9959-42], CD25-PE [clone BC96; Thermo 12-0259-42], CD4-CF568 (cFluor YG584) [clone SK3; Cytex R7-20041], CD66b-PE/Dazzle594 [clone G10F5; BioLegend 305122], CD95 (Fas)-PE-Cy5 [clone DX2; Thermo 15-0959-42], CXCR3 (CD183)-PE-Cy7 [clone CEW33D; Thermo 25-1839-42], CD27-APC [clone O323; Thermo 17-0279-42], CD1c-Alexa Fluor 647 [clone L161; BioLegend 331510], CD19-Spark NIR 685 [clone HIB19; BioLegend 302270], CD127-APC-R700 [clone HIL-7R-M21; BD 565185], HLA-DR-APC/eFluor780 [clone L243; Thermo 47-9952-42], CD38-APC/Fire810 [clone HIT2; BioLegend 303550].

### Validation

Each antibody used in the spatial proteomics workflow was independently validated through titration experiments (ranging from 1:50 to 1:1000), and the dilution that yielded the optimal signal-to-noise ratio was selected. Antibodies were subsequently tested in multiplexed panels within each IBEX imaging cycle to confirm compatibility and to ensure there was no signal crosstalk or other adverse effects. Due to the unique technical characteristics of oral tissues, internal validation was necessary for all antibodies to ensure robust performance in our specific tissue context.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration ClinicalTrials.gov ID NCT01568697

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study protocol  | ClinicalTrials.gov                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data collection | This is a cross sectional/natural history protocol with at minimum a screening visit and a study visit. Clinical Data are collected during the screening and study visits                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Outcomes        | <p><b>Primary Objectives</b></p> <p>Investigate the degree, scope, etiology and natural history of oral manifestations in patients with genetic immune defects.<br/>           Characterize the immune response in the oral cavity of patients with genetic immune defects.<br/>           Characterize the microbiome in the oral cavity of patients with genetic immune defects.</p> <p><b>Secondary Objectives</b></p> <p>Assay development/validation for the study of tissue immunity and microbiome characterization<br/>           Establishment of normative values for immune mediators and microbial elements at the oral cavity</p> <p><b>Primary Outcome Measures</b></p> <p>Clinical intraoral characterization (i.e., presence and severity of periodontitis).<br/>           Characterize the immune response in the oral cavity of patients with genetic immune defects<br/>           Characterize the microbiome in the oral cavity of patients with genetic immune defects</p> <p><b>Secondary Outcome Measures</b></p> <p>Assay development/validation for the study of tissue immunity and microbiome characterization<br/>           Establishment of normative values for immune mediators and microbial elements at the oral cavity</p> |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | For spectral flow cytometry periodontitis tissue fragments were minced and digested using collagenase II (Worthington Biochemical Corporation) and DNase (Sigma) and dissociated with the gentleMACS Dissociator (Miltenyi). Cells were then passed through a 70mm filter (Falcon, Corning), washed, and counted (Cellometer Auto 2000 - Nexcelom). |
| Instrument                | Acquisition was conducted using a Cyttek Aurora with spectral unmixing and autofluorescence extraction using SpectroFlo software                                                                                                                                                                                                                    |
| Software                  | Spectral flow cytometry analysis was carried out in FlowJo software.                                                                                                                                                                                                                                                                                |
| Cell population abundance | Populations displayed were fairly abundant (no rare populations reported on) and were largely confirmatory for the CITEseq data. Immune cell subpopulations displayed were gated within the B/Plasma cell fraction and within the antigen presenting cell compartments                                                                              |

## Gating strategy

The exact gating strategy for the spectral flow cytometry is shown in Extended Figure 5.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

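Gingiva removed in surgery from periodontitis sites of 4 donors was dissociated and processed for CITE-seq, with 1 RNA library and 1 antibody library (TotalSeq-A tags, 10x Chromium 3' v3.1) per donor, called donors 1 to 4 here. All 8 libraries were used. There is no healthy group, so every comparison is between cells of the same donors. The spatial data, the flow cytometry and the immunofluorescence of the paper are not in the deposited series and were not analysed.

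As deposited, the values are counts of unique molecular identifiers (UMIs) per gene or antibody tag and barcode, in matrices that the authors made with Cell Ranger against GRCh38 before any call of cells. Every value is a whole number, and both libraries of a donor hold the same barcodes. The version of Cell Ranger is not named in the labels, and the paper's text gives none of the limits on UMIs, genes or mitochondrial share. The authors then corrected ambient RNA with DecontX, normalized antibody tags with DSB, removed doublets with DoubletFinder, and integrated and clustered RNA and antibodies together in Seurat (values after these steps were not used here). The RNA libraries held 177763269, 164141371, 163097895 and 139960246 UMIs and the antibody libraries 86910754, 31666696, 42165817 and 45872549, with a median of 9522, 11942, 9703 and 9500.5 RNA UMIs and 970, 614, 809 and 1087 antibody UMIs per cell.

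Cells were called in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). Barcodes with at least 500 RNA UMIs and 300 genes were tested against the donor's ambient RNA (barcodes with up to 100 UMIs) with a Monte Carlo test of 1000 draws, modelled on emptyDrops, at a false discovery rate of 0.01. Those over 20% mitochondrial UMIs were left out. Doublets were scored by the share of simulated doublets (2 for each cell) among 50 nearest neighbours, and 0.8% of a donor's cells for each 1000 cells were removed, the highest scores first. Antibody levels per cell were scaled to empty droplets (10 to 300 RNA UMIs) in the manner of DSB, with a pseudocount of 10, for display, for the gates and for 1 alternative test. Ambient RNA was not subtracted, except in an alternative that used the share of immunoglobulin RNA in stromal cells.

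Cells were clustered on RNA alone in Seurat 5.3.0 (R 4.3.3) with 2000 variable genes, RPCA integration over donors, 30 components and a resolution of 1, and again within each compartment with 20 components and a resolution of 1 (alternatives 0.5 and 1.5). Genes on the 16 gene lists, except those that name a class, were left out of the variable genes, so that they can be compared between clusters. Clusters were named from sets of marker genes fixed in advance. A set counted as carried at a mean z score of at least 0.7 over the compartment's clusters with at least 3 of its markers in at least 10% of cells. The wording fixed in advance for TFreg-like cells asked only for at least 3 TFH and at least 3 regulatory T cell markers, which T cell clusters 10 and 11 both met. The least score of 0.7, and the rule that a cluster whose highest score is for TH17 markers is not named TFreg-like, were added after the scores of these clusters and their leading genes, RBMS3 among them, had been seen, and a higher least score had been considered first. Stromal clusters kept their numbers. The unnamed T cell cluster 7 and other unnamed or cycling clusters were left out of the comparisons. T cell lineages were taken from the highest lineage score with no least score, so T cell cluster 4, which carries no set, and cluster 17, which carries the naive T set only, stayed among the other CD4 T-like cells beside clusters 2 and 18, which carry the CD4 T set.

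UMIs were summed per donor and class. Sums of under 10 cells were left out, and a comparison needed at least 3 donors with both classes. The sums were tested with the quasi-likelihood test of edgeR 4.0.16 (TMM, filterByExpr, donor as a block) and p values were adjusted by Benjamini and Hochberg over all genes or all 156 antibodies tested, with 0.05 as the threshold. The standard error is the log2 fold change over the square root of F. The donor block is in the model because both classes come from the same suspension of the same donor. The deviations of a donor's 2 sums from the class means correlated at -0.059 to 0.807 over 135 pairs of sums, and in 31 of 35 comparisons every pair was over 0.1. A list's count is given over all genes tested and again with p adjusted over the list alone.

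The comparisons were TFH-like with other CD4 T-like cells, TFreg-like with the other Treg-like cluster, naive-like with memory-like B cells, atypical-like with other B cells, plasmablast-like with other plasma-like cells, mregDC-like with other dendritic-like cells, and each of 26 fibroblast-, smooth muscle- and endothelial-like clusters with the rest of its compartment. For 2 further comparisons the classes came from antibodies, so all genes can be reported. T/NK-like cells with CD3 and CD4 above and CD8 not above the 95th percentile of the donor's fibroblast-like cells were ranked by PD-1 and each donor's upper of 3 equal parts was compared with the lower. B-like cells above the donor's median for IgD and below it for CD27 were compared with those below for IgD and above for CD27. Within clusters only the left-out genes and the antibodies were compared, since other genes had been used to draw the clusters.

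The gene lists were study T cell genes, study B cell genes, study GC genes, study mregDC genes, study stromal genes, class switching and somatic hypermutation, CD40 and NF-kB response, secretory pathway, lymphoid stroma, neutrophil recruitment, high endothelial venule, dissociation early response, interferon response, MHC class II, extracellular matrix and B cell help, 156 genes in all. The study reports the genes of the first 5 for cell classes of these same samples. Named in the text are every gene and antibody that the paper names for a class, at most 6 genes of a list that pass, the 5 antibodies with the largest rise and fall that moved the same way in every donor, and for the 2 antibody comparisons the 12 genes with the largest rise and the 8 with the largest fall at a mean of at least 20 CPM. Sex-linked and polymorphic genes were left out of this rule, and 2 genes that it names are not reported here. The paper's source values for Fig. 6f and Extended Data Figs. 6 and 7 had been read when it was written. After the stromal results had been seen, the named genes of stromal clusters were limited to clusters where CXCL13 (fibroblasts), CCL19 (smooth muscle) or CSF3 (endothelium) is higher, and elsewhere to these genes. The values of fibroblast-like cluster 6 for CCL19 and VCAM1 were added later.

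The tests were checked on simulated data drawn from the real means and library sizes. Of genes changed by 2 on the log2 scale, edgeR recovered 95.8% in a simulation of the TFH-like comparison (9882 genes), 78.5% for atypical-like B cells (7222 genes), 66.7% for plasmablast-like cells (14539 genes) and 86.2% for mregDC-like cells (6297 genes). Of genes changed by 1, it recovered 54.3, 28.6, 20.4 and 17%. Of its calls, 11.5% were false for plasmablast-like cells and 2.10% for TFH-like cells. For antibodies the false share ran from 0%, as for TFreg-like cells, to 12.1% for naive-like B cells and 12.9% for fibroblast-like cluster 4. The comparisons of atypical-like, plasmablast-like and mregDC-like cells, with 54, 72 and 51 cells, therefore miss many differences of a log2 fold change of 1.

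The alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, no donor block, limma 3.58.1 on mean DSB values or on mean centred log-ratio values of the antibodies, subtraction of ambient RNA, at least 1000 UMIs, at most 10% mitochondrial UMIs, 2 times as many doublets removed, cells called by UMI total alone, the lower and the higher resolution, the listed genes left in the clustering, narrower gates, and each donor left out in turn. Values given for limma are differences between mean DSB or mean centred log-ratio values, each on its own scale. Alternatives at the level of cells kept the class labels. The tests, lists, marker sets, named-gene rule and these alternatives were set before the data were examined. The settings of the doublet score, the percentile of the antibody gate, the least marker score, the comparison of TFreg-like with other CD4 T-like cells, the comparisons with T cell clusters 2 and 18 alone, and the PD-1 comparison without regulatory cells or with thinned cells were chosen after the data had been seen. The doublet score was changed after it had removed rare myeloid cells of donor 1, judged by whether the removed cells mixed marker genes of different cell types.

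Shares of cells with a UMI of a gene are given beside those of mast-like or plasma-like cells as a background, as counted and with each cell thinned to 2000 UMIs. Figures were drawn with matplotlib 3.10.9. Not compared were sites in the genome, since counts per gene hold none, and the imputed positions of cells in the spatial data.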

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

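The tests of where TNFSF11, FUT7 and PRDM1 could come from were chosen only after these results were seen, and what each would show was written down before it was run. The values of 6 groups are given for a donor far from the others, and those of TNFSF11 and FUT7 for a signal that the paper's text does not name. Of 126 groups of 4 donors, 6 held a donor far from the other 3 (4.76% of groups), and chance alone gives about 1 in 20. The limit on named stromal genes, set after these values were seen, took 6 more such groups out, and isotype shares were not tested, so this share is not a fair count against chance.

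In donor 4, 1 antibody tag reached 819153 UMIs in a single barcode, against 20615 to 23881 in the other donors. Donor 2 had a median of 11942 RNA UMIs per cell, against 9500.5 to 9703. In fibroblast-like cluster 4, the log2 ratio of CXCL6 to the other clusters was -3.82 in donor 1 and -0.91 to -0.79 in the others. In endothelial-like cluster 4, that of CSF3 was -1.84 in donor 4 and -4.08 to -3.76 in the others. In endothelial-like cluster 6, that of ACKR1 was 0.97 in donor 1 and 0.70 to 0.73 in the others. Between PD-1 high and PD-1 low CD4 T cells, that of CD200 was -0.18 in donor 2 and 2.64 to 3.12 in the others.

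TNFSF11, which encodes the osteoclast differentiation factor RANKL and which the paper's text does not name, though its source data for Extended Data Fig. 6 hold it as highest in atypical B cells, was higher in atypical-like than in other B cells, with a log2 fold change of 4.04 and a UMI in 40.7 and 2.48% of cells. T cells caught in the same droplets would bring CD3D, CD3E, CD3G, CD2 and CD247 along, and the highest donor's median of their observed to needed excess was 0. That ratio could not decide, since the needed share of T cell RNA was 384 to 3063%, which no droplet can hold. T cells, taken as 1 group, were at 6.11 to 7.83 CPM of TNFSF11 and atypical-like cells at 36.0 to 206. CD3E was at 7.61, 0, 0 and 0 CPM in atypical-like cells of donors 1 to 4, against 280 to 344 CPM in T cells. Ambient RNA held at most 0.00066 of the observed level in any donor. The levels of TNFSF11 argue against the average T cell as the source, but not against a subset that holds more of it. The low levels of CD3E argue against T cells that carry CD3E, and the ambient share argues against ambient RNA. Innate lymphoid-like cells, a cluster of 228 cells with TNFSF11 among its leading genes, were not tested as a source. A real difference between the B cells may stand as a hypothesis, found and tested on the same data, with that source left open. No biological explanation was tested, as the donors form 1 group.

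FUT7, a fucosyltransferase of selectin ligands that the paper's text does not name (the genes of its signature of high endothelial venules could not be read here and may include it), was higher in endothelial-like cluster 6 than in the other clusters, with a log2 fold change of 3.92. For T cells in the same droplets, which also hold FUT7 RNA, the highest donor's median of observed to needed excess over the same 5 markers was 0.0006, and ambient RNA held at most 0.01124 of the observed level. The needed share of T cell RNA was 62.8, 77.2, 113.9 and 227.4% in donors 1 to 4. The T cell marker CD3E was at 0, 0.82, 0.71 and 1.8 CPM in cluster 6 of these donors. In T cells it was at 280, 341, 344 and 291 CPM. FUT7 was higher in cluster 6 than in T cells in donors 3 and 4 (8.53 against 7.06 and 6.31 against 2.61 CPM). It was lower in donors 1 and 2 (4.66 against 6.79 and 5.71 against 6.89 CPM). T cells at the needed shares would have brought far more CD3E along, which argues against them in donors 1 to 4. The ambient share argues against ambient RNA. A higher level in these endothelial-like cells may stand as a hypothesis. No biological explanation was tested.

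PRDM1 was lower in TFH-like than in other CD4 T-like cells but higher in PD-1 high than in PD-1 low CD4 T cells (log2 fold change 0.56, standard error 0.12, adjusted p = 0.0113). Without Treg-like and TFreg-like cells it was 0.47 (standard error 0.14), which argues against these cells as the whole source. The call ended, with a lower fold and a larger standard error. With each cell thinned to 2000 UMIs it was 0.28 (standard error 0.20), no longer called, and this leaves a difference in depth open. The difference could also come from other activated cells in the gate, which was not tested.

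Each result was set beside other splits of the donor sums into groups of the same sizes (32 splits with the real one). These leave aside that each donor gives both sums. The classes were drawn from the RNA or antibodies of the same cells, and no split drew them again. The splits therefore cannot tell a difference between classes from the way the classes were drawn. The 8 splits that part every donor keep this pairing and are too few for a share under 0.05. Over all splits, the real value and the highest of the other splits were 44 genes against 0 and 35 antibodies against 0 for TFH-like cells; 15 genes against 0 and 15 antibodies against 2 for TFreg-like cells. They were 37 genes against 0 and 35 antibodies against 0 for atypical-like B cells and 34 genes against 0 and 7 antibodies against 0 for mregDC-like cells. For PD-1 they were 820 genes against 44, and for IgD and CD27 114 genes against 3. CXCL13 was higher in 2 fibroblast-like clusters against 0, and CSF3 in 2 endothelial-like clusters against 0. Among the splits that part every donor, the highest of the others was 1 for PD-1, 2 for IgD and CD27 and 0 for the rest of these numbers. Even all splits were too few for a share under 0.05 for naive-like B cells (34 genes against 0 and 10 antibodies against 0), plasmablast-like cells (46 genes against 0 and 15 antibodies against 0) and CCL19 in smooth muscle-like clusters (3 clusters against 0). In the last, 2 splits gave the real value, because 1 donor is missing from a cluster.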

How the results depend on the processing

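The settings without Treg-like and TFreg-like cells and with thinned cells, the comparison of TFreg-like with all other CD4 T-like cells, and those with T cell clusters 2 and 18 alone, were chosen only after the results were seen. The settings below moved a number of calls by over 1.5 times, and the other settings run kept it within that. The cause was not tested. As reported, the numbers were TFH-like genes 44, TFH-like antibodies 35, TFreg-like genes 15, TFreg-like antibodies 15, naive-like genes 34 and naive-like antibodies 10. For the rest they were atypical-like genes 37, atypical-like antibodies 35, plasmablast-like genes 46, plasmablast-like antibodies 15, mregDC-like genes 34 and mregDC-like antibodies 7, and PD-1 genes 820, IgD and CD27 genes 114, clusters with CXCL13 higher 2, clusters with CCL19 higher 3 and clusters with CSF3 higher 2.

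Without the donor block, the numbers were TFH-like genes 28, TFH-like antibodies 5, TFreg-like genes 7, TFreg-like antibodies 1, naive-like antibodies 0, atypical-like antibodies 2 and plasmablast-like genes 21. The others there were plasmablast-like antibodies 0, mregDC-like antibodies 1, PD-1 genes 120, IgD and CD27 genes 0, clusters with CXCL13 higher 1, clusters with CCL19 higher 1 and clusters with CSF3 higher 1. With limma on DSB values, the numbers were TFH-like antibodies 3, TFreg-like antibodies 4, naive-like antibodies 5, atypical-like antibodies 6, plasmablast-like antibodies 0 and mregDC-like antibodies 2. Without the filter on low counts, the numbers were TFreg-like genes 28 and IgD and CD27 genes 258. With DESeq2, the numbers were naive-like antibodies 5, plasmablast-like antibodies 23, mregDC-like antibodies 12, PD-1 genes 399 and IgD and CD27 genes 49. With 2 times as many doublets removed, the number was naive-like antibodies 19. With limma on centred log-ratio values, the numbers were plasmablast-like antibodies 8 and mregDC-like antibodies 12. At a clustering resolution of 1.5, the numbers were plasmablast-like antibodies 5, clusters with CXCL13 higher 4 and clusters with CSF3 higher 5. With the listed genes left in the clustering, the number was plasmablast-like antibodies 5. Without Treg-like and TFreg-like cells, the number was PD-1 genes 433. With each cell thinned to 2000 UMIs, the number was PD-1 genes 418. With a narrower gate, the number was IgD and CD27 genes 60.

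Against T cell clusters 2 and 18 alone, the numbers were TFH-like genes 36, TFH-like antibodies 19, TFreg-like genes 42 and TFreg-like antibodies 27, the last 2 beside 34 and 30 against all other CD4 T-like cells. No call reversed. Where edgeR without the donor block gave 0, 3 naive-like antibodies, 14 plasmablast-like antibodies and 356 IgD and CD27 genes had an unadjusted p under 0.05, and DESeq2 with the block called 5, 23 and 49. Where limma on DSB values gave 0, 15 plasmablast-like antibodies had such a p. Without the block 368 of 706 named genes and antibodies lost their call, 3 that were not called changed sign, and it moved no number of calls by over 1.5 times beyond those given.

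With each donor left out in turn, the numbers ranged as TFH-like antibodies 13 to 26, TFreg-like antibodies 6 to 12, naive-like antibodies 2 to 27, atypical-like antibodies 10 to 26, plasmablast-like genes 20 to 59 and plasmablast-like antibodies 0 to 24. Those of mregDC-like genes 22 to 27, mregDC-like antibodies 4 to 11, PD-1 genes 416 to 885, IgD and CD27 genes 19 to 137 and clusters with CSF3 higher 1 to 2 were the others, and the remaining numbers stayed within 1.5 times. The 0 of edgeR for plasmablast-like antibodies without donor 4 goes with 20 at an unadjusted p under 0.05.

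The mean number of cells per donor was 8184.8 as reported, 7574.2 at most 10% mitochondrial UMIs, 7563.8 with 2 times as many doublets removed and 5082.0 by UMI total alone. Among the reported cells that passed the limit on the UMI total, the mean shares were 7.08% T/NK-like, 25.7% fibroblast-like, 21.9% endothelial-like, 1.48% mast-like, 0.0140% neutrophil-like and 0.230% unnamed. There plasma-like cells were at 26.8% and B-like cells at 1.52%, within the SD over donors of the shares as reported.

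Of 751 named genes and antibodies, 693 were called, and of 8276 alternative values 6974 kept direction and side of the threshold, 1213 lost the call, 27 gained it and 62 reversed, 24 of them of called values. At a clustering resolution of 0.5, the reversed log2 folds of TFreg-like cells were PRDM1 0.94, CD200 -0.76, RBMS3 -4.85, FOXP3 -0.83, CCR7 -0.45, ANK3 3.67, EGR1 -1.0 and BHLHE40 0.62. Further genes were BATF 0.29, TRAF1 -0.32, RELB 0.59, IL7 0.85, B4GALT1 0.63, HLA-DPB1 -1.42, HLA-DRA -1.45 and COL5A1 1.40. The antibodies that reversed were PD-1 0.29, CD69 0.43, CD200 -0.35, CD62L -1.59, CD27 -0.92, CD55 -0.48, CD161 1.71, ICOS 1.17, CD26 1.01, CD5 0.96 and CD39 0.27. With DESeq2, those reversed were naive-like B CD38 antibody 0.047 and BAFF-R antibody 0.028. The limma values that follow are differences in mean DSB or mean centred log-ratio values. With limma on DSB values, those reversed were naive-like B CD38 antibody 0.028, fibroblast cluster 1 CD13 antibody 0.031, fibroblast cluster 4 CD13 antibody 0.40 and CR1 antibody -0.018 and smooth muscle cluster 6 CD66 antibody 0.025. With limma on centred log-ratio values, those reversed were naive-like B CD38 antibody 0.053 and BAFF-R antibody 0.015, fibroblast cluster 1 CR2 antibody -0.041, fibroblast cluster 4 CD13 antibody 0.042 and CR1 antibody -0.045 and smooth muscle cluster 6 CD146 antibody -0.063. Without the donor block, those reversed were fibroblast cluster 1 CD13 antibody 0.0023, smooth muscle cluster 6 CD146 antibody -0.075 and IgD and CD27 BCL2A1 0.048. With 2 times as many doublets removed, that reversed was fibroblast cluster 4 CR2 antibody 0.039. Without the filter on low counts, that reversed was smooth muscle cluster 3 LTBR -0.043. The reversals at a resolution of 0.5 follow from the clustering itself, since there cluster 11 and most TFH-like cells form 1 cluster that takes the TFreg-like name and cluster 10 becomes its comparator.

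With each donor left out in turn, values that were not called changed sign. Their log2 folds ranged as FOXP3 TFreg-like -0.19 to 0.46, CD38 antibody naive-like B -0.26 to 0.19, BAFF-R antibody naive-like B -0.12 to 0.044, CCL19 fibroblast cluster 1 -0.54 to 0.012, CD13 antibody fibroblast cluster 4 -0.11 to 0.085 and CR1 antibody fibroblast cluster 4 -0.034 to 0.16. Others ranged as CR2 antibody fibroblast cluster 4 -0.10 to 0.079, CXCL13 fibroblast cluster 5 -0.18 to 0.24, LTBR smooth muscle cluster 3 -0.14 to 0.19, VCAM1 smooth muscle cluster 4 -0.76 to 0.33 and CD146 antibody smooth muscle cluster 6 -0.15 to 0.25, and as CSF3 endothelial cluster 3 -0.036 to 0.35, CD31 antibody endothelial cluster 6 -0.011 to 0.14, BCL6 PD-1 high -0.074 to 0.22, RBMS3 PD-1 high -0.25 to 0.64 and BCL2A1 IgD and CD27 -0.26 to 0.13.

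Depth limits the rare classes, where a donor's sum can rest on 10 cells. In simulations, edgeR recovered 17% of genes changed by 1 on the log2 scale for mregDC-like cells (6297 genes) and 54.3% for TFH-like cells (9882 genes). At a resolution of 0.5, TFH-like and atypical-like cells formed no cluster of their own, so these comparisons have no value there. With 2 times as many doublets removed, fewer than 3 donors kept 10 plasmablast-like or mregDC-like cells, and these have no value either. The named genes of stromal clusters were not followed through the other resolutions or the clustering with listed genes, since the clusters change there.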

Differences from the paper's values

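The thinned shares and the comparison of TFreg-like with other CD4 T-like cells were chosen only after the result was seen. The paper's source data give FOXP3 in 67.9% of cells of its other regulatory T cell cluster, and the value here for cluster 11, which also carries TH17 markers, was 39.9%. The alternatives set before the data were examined that re-count these cells (1000 UMIs, 10% mitochondrial UMIs, 2 times as many doublets removed, both resolutions and the listed genes left in the clustering) all differ too.

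For MKI67 in plasmablasts the paper's value is 25.4% of cells and the value here was 90.7% of plasmablast-like cells, which were named from cycling genes. Every one of the same alternatives differs. With each cell thinned to 2000 UMIs, a number chosen after the data were seen, the share was 26.7%, close to the paper's, while that of FOXP3 in cluster 11 fell to 17.8%, further from the paper's. The value for TOP2A is missing from the paper's table for this cluster.

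For the smooth muscle cluster with the most cells positive for CCL19, the paper's value is 27.8% and the value here was 46.9%, in cluster 6. That cluster carries the fibroblast marker set, so the 2 groups may be unlike. At a resolution of 0.5 the value was 35.3% and did not differ, and under the other alternatives it differed. Thinned, the value of cluster 6 was 28.7%. The other 24 values compared did not differ, where a value differs when it lies further from the paper's than the SD over donors and by over 1.5 times. At a resolution of 0.5, PRDM1, RBMS3, CD200 and CXCR5 in TFreg-like cells, PRDM1 in the other Treg-like cells and IGHD and TCL1A in naive-like B cells differed too, and so did the number of cells when called by UMI total alone (20328). The average expression columns for antibodies in the paper's source data hold some values far above any that an antibody level can take, and were not used. Shares of cells are over the cells of all donors, in the paper and here.

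The paper names both TFH and TFreg cells as negative for PRDM1, and its source data give 20.1 and 20.6% of their cells. Here PRDM1 gave a UMI in 18.7% of TFH-like and 31.8% of TFreg-like cells, which did not differ from the paper's, and was lower than in the cells they were compared with (-0.98 and -1.51). Against all other CD4 T-like cells it did not pass in TFreg-like cells (-0.10, adjusted p = 0.770). It names TFreg cells by FOXP3, and FOXP3 did not pass against cluster 11 (0.16, adjusted p = 0.764) but was higher than in all other CD4 T-like cells (5.94, chosen after the data were seen). RBMS3 (4.95) and CD200 (1.48) were higher.

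The paper states that both populations carry the PD-1, CD69 and CD200 epitopes, as presence and not as a difference. On TFH-like cells the CD200 antibody did not pass (0.54, adjusted p = 0.0882), but it did with DESeq2 (0.61) and with limma on centred log-ratio values (0.32), and PD-1 (0.59) and CD69 (0.79) passed, but not against T cell clusters 2 and 18 alone. On TFreg-like cells none of these passed against cluster 11, though CD200 did with DESeq2 (0.61). With limma CD69 was lower, with differences of -3.05 in mean DSB values and -0.27 in mean centred log-ratio values. These differences are not log2 fold changes. At a resolution of 0.5, where the clusters differ, CD69 was higher (log2 fold change 0.43).

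The paper names atypical B cells by TACI, CD95 and IFNGR1, and here CD95 rose (1.56) but the antibodies to TACI (0.17, adjusted p = 0.537) and IFNGR1 (0.32, adjusted p = 0.188) did not pass. The paper names its markers per cluster from cells, while donors are the replicates here. It names naive and memory B cells as positive for CD20, and the CD20 antibody was lower on naive-like than on memory-like cells (-0.86). Fig. 6c lists CR1 and EPHA4 for memory B cells, and neither the CR1 antibody (-0.66) nor EPHA4 (-0.96) passed as lower in naive-like cells. The CR1 antibody did with 2 times as many doublets removed (-0.76) and without donor 2 (-0.84), and EPHA4 without the filter (-1.07), at a resolution of 0.5 (-0.62) and without donor 4 (-1.71). Fig. 6c lists CD27 and CD38 for plasmablasts, and neither antibody was higher than on other plasma-like cells (-0.59 and -1.33), with CD38 lower past the threshold with DESeq2 (-1.28). It names mregDCs by CD83 and CD86, and here the CD86 antibody rose (3.53) and the CD83 antibody did not pass (1.00, adjusted p = 0.158), except with limma on centred log-ratio values (0.57), while CD83 RNA rose (1.26).

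The paper describes 3 fibroblast subsets with CXCL13 and PDPN, as presence and not as a difference. Here CXCL13 gave a UMI in 27.7 to 95.8% of the cells of every fibroblast-like cluster, above the background of 13.3%, and it was higher than in the other clusters in 2 of 10 clusters, and in 4 of 14 at a resolution of 1.5. PDPN was higher in cluster 1 (1.50) but not in cluster 4 (-0.38), where the antibody passed only with limma on centred log-ratio values (0.33). It names LTBR beside CCL19 and VCAM1 in a fibroblast and a smooth muscle subset. LTBR passed in fibroblast-like cluster 1 (0.28), where CCL19 did not (-0.21) and where LTBR was lost with any 1 donor left out, and did not pass in fibroblast-like cluster 4 (0.21, adjusted p = 0.177) or smooth muscle-like cluster 6 (0.53, adjusted p = 0.102), except in the latter without donor 2 (0.80), and CCL19 and VCAM1 passed in both. Fig. 6d lists the CD146 antibody for smooth muscle cells, and it was lower in cluster 3 (-1.20), not called by edgeR but called with DESeq2 and with limma on either value. The clusters here do not correspond to the paper's by number, and smooth muscle-like cluster 6 carries the fibroblast marker set.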

Other observations

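These values were looked at only after the data had been seen, and no test was run on them. Of plasma-like cells with at least 20 UMIs of heavy chain constant genes (5103 cells, 89 left out), the most abundant isotype was IgG2 in 30.7 ± 22.7% (SD over 4 donors), IgG1 in 24.1 ± 12.1%, IgG3 in 16.6 ± 8.54%, IgG4 in 15.5 ± 8.81%, IgA1 in 11.4 ± 7.55%, IgM in 1.1 ± 0.455% and IgA2 in 0.413 ± 0.826%.

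A cluster of 15 myeloid cells from 3 donors, left unnamed by the marker sets, held UMIs of the osteoclast genes ACP5, CTSK, MMP9, TNFRSF11A, ATP6V0D2 and NFATC1 in 15 of 15 cells each, of CA2 in 11, of DCSTAMP in 5 and of OCSTAMP and CALCR in 0. In the other 1658 myeloid cells the shares were 39.9% for MMP9, 38.3% for ACP5, 35.0% for NFATC1 and 13.4% for CTSK. They were 12.7% for CA2, 11.3% for TNFRSF11A and 6.94% for ATP6V0D2, at a median of 13492.5 UMIs against 33403 in the cluster. The collagen gene COL1A1 gave a UMI in 8 of the 15 cells and 41.9% of the others. The heavy chain gene IGHG1 gave one in 12 of the 15 and 79.2% of the others. The median doublet score was 0.540 in the cluster and 0.380 in the others. The genes were listed after the cluster had been seen, and the paper does not report such cells.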
